# Dietary Heme Alters Microbiota and Mucosa of Mouse Colon without Functional Changes in Host-Microbe Cross-Talk

**DOI:** 10.1371/journal.pone.0049868

**Published:** 2012-12-11

**Authors:** Noortje IJssennagger, Muriel Derrien, Gerdien M. van Doorn, Anneke Rijnierse, Bartholomeus van den Bogert, Michael Müller, Jan Dekker, Michiel Kleerebezem, Roelof van der Meer

## Abstract

Colon cancer is a major cause of cancer deaths in Western countries and is associated with diets high in red meat. Heme, the iron-porphyrin pigment of red meat, induces cytotoxicity of gut contents which injures surface cells leading to compensatory hyperproliferation of crypt cells. This hyperproliferation results in epithelial hyperplasia which increases the risk of colon cancer. In humans, a high red-meat diet increases *Bacteroides* spp in feces. Therefore, we simultaneously investigated the effects of dietary heme on colonic microbiota and on the host mucosa of mice. Whole genome microarrays showed that heme injured the colonic surface epithelium and induced hyperproliferation by changing the surface to crypt signaling. Using 16S rRNA phylogenetic microarrays, we investigated whether bacteria play a role in this changed signaling. Heme increased Bacteroidetes and decreased Firmicutes in colonic contents. This shift was most likely caused by a selective susceptibility of Gram-positive bacteria to heme cytotoxic fecal water, which is not observed for Gram-negative bacteria, allowing expansion of the Gram-negative community. The increased amount of Gram-negative bacteria most probably increased LPS exposure to colonocytes, however, there is no appreciable immune response detected in the heme-fed mice. There was no functional change in the sensing of the bacteria by the mucosa, as changes in inflammation pathways and Toll- like receptor signaling were not detected. This unaltered host-microbe cross-talk indicates that the changes in microbiota did not play a causal role in the observed hyperproliferation and hyperplasia.

## Introduction

Colon cancer is a leading cause of cancer deaths in Western countries [1]. The risk to develop colon cancer is associated with diets high in red meat [2], but not with diets high in white meat, such as poultry and fish [3], [4]. Heme, the iron porphyrin pigment, is present at much higher levels in red- compared to white meat. Several epidemiological studies show that increased heme intake is related to increased colon cancer risk [5], [6]. Zhang et al [7], however, did not observe this association, but they did not account for protective factors such as the heme antagonist chlorophyll present in green vegetables [6].

Our previous studies show that when rodents consume heme, their colonic contents become more cytotoxic [8], [9]. This increased cytotoxicity injures colon surface epithelial cells and leads to initiation of hyperproliferation from stem cells in the crypts to compensate for the injured surface cells. Recently, we showed that dietary heme changed the surface to crypt signaling by downregulating feedback inhibitors of proliferation such as Wnt inhibitory factor 1 (Wif1), Interleukin-15 (IL-15), Indian Hedgehog (Ihh) and Bone morphogenetic protein 2 (Bmp2) in the surface epithelium [9].The resulting compensatory hyperproliferation and hyperplasia increases the risk of mutations in oncogenes and tumor suppressor genes and thereby increases the risk to develop colon cancer.

Dietary heme is poorly absorbed in the small intestine, and approximately 90% of dietary heme proceeds to the colon where it can be used by colonic bacteria as a growth factor [10]. The relationship between intestinal microbiota and development of colon cancer has long been suspected [11], especially since the colon is the most densely bacteria-populated intestinal region. Observational studies indicate that individuals with a high colon cancer risk have distinct fecal microbiota compared to healthy individuals (see [12] for review). Besides beneficial components such as short chain fatty acids, microbiota can also produce deleterious components, such as secondary bile acids [13], hydrogen sulfide from sulfate and sulfur-amino acids [14], and N-nitroso-compounds (NOC) from nitrite [15], which all might play a role in development of colon cancer [16], [17].

Recently, we showed by classical culturing methods that a heme diet increases the colonic enterobacteria in rats, but decreases lactobacilli [18]. Subsequently, the current manuscript explores how heme affects the overall composition of the gut microbiota by using a phylogenetic microarray specific for mouse gut-phylotypes. Whole genome microarrays were used to validate the simultaneous effects of heme on mouse colonic mucosa. Subsequently, we investigated whether the changes in microbiota can be related to the heme-induced epithelial hyperproliferation and hyperplasia.

## Materials and Methods

### Ethics statement

The institutional and national guidelines for the care and use of animals were followed and the experiment was approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University.

### Animals and diets

Eight-week-old male C57BL6/J mice (Harlan, Horst, the Netherlands) similar in weight (25.2 g±0.7 and 24.8 g±0.6 for heme and control respectively (mean ± SEM)) were individually housed in a room with controlled temperature (20–24°C), relative humidity (55%±15%) and a 12 h light-dark cycle. Mice were fed diets and demineralized water ad libitum. To study the effects of heme on the colonic epithelium, mice (n = 8/group) received either a Westernized control diet (40% fat (mainly palm oil) low calcium (30 µmol/g)) or this diet supplemented with 0.5 µmol/g heme (Sigma-Aldrich Chemie, St. Louis, USA) for 14 days, as previously described [19]. Feces were quantitatively collected during days 11–14, frozen at −20°C and freeze-dried. After 14 days of diet intervention the colon was excised, mesenteric fat was removed and the colon was opened longitudinally. Luminal colonic contents were collected and stored at −80°C for microbiome analysis. The colon was washed in PBS and cut into three parts. The middle 1.5 cm tissue was formalin-fixed and paraffin embedded for histology. The remaining proximal and distal parts were scraped. Scrapings were pooled per mouse, snap-frozen in liquid nitrogen and stored at −80°C until further analysis. The present study was an exact repetition of our recently described study [9], except for the microbiome analysis.

### Fecal analyses

Fecal water was prepared by reconstituting freeze-dried feces with double distilled water to obtain a physiological osmolarity of 300 mOsm/l, as described previously [8]. The cytotoxicity of fecal water was quantified by potassium release from human erythrocytes after incubation with fecal water [8]. The relevance of this bioassay was validated with human colon carcinoma-derived Caco-2 cells [20]. Fecal host DNA was determined as marker for epithelial exfoliation and quantification was based on real-time polymerase chain reaction as previously described [21]. To determine lipid peroxidation products in the colonic lumen, thiobarbituric acid reactive substances (TBARS) in fecal water were quantified (see supporting information).

### Histology

Immunohistochemical and immunofluorescent stainings were performed on paraffin embedded colon sections (details in supporting information). Ki67 immunohistochemistry was performed to stain proliferating cells, as described previously [9]. Colonocytes from 15 well-oriented crypts (longitudinal section) were counted for each animal.

### RNA isolation and microarrays

RNA was isolated from colon scrapings of n = 4 mice per group. The Ambion WT Expression kit (Life Technologies, P/N 4411974) in conjunction with the Affymetrix GeneChip WT Terminal Labeling kit (Affymetrix, Santa Clara, CA; P/N 900671) was used for the preparation of labeled cDNA from 100 ng of total RNA without rRNA reduction. Labeled samples were hybridized on Affymetrix GeneChip Mouse Gene 1.1 ST arrays, provided in plate format. Hybridization, washing and scanning of the array plates was performed on an Affymetrix GeneTitan Instrument, according to the manufacturer's recommendations. Array data was analyzed using an in-house, on-line system [22]. Briefly, normalized expression estimates were obtained from the raw intensity values applying the robust multi-array analysis (RMA) preprocessing algorithm [23], [24], available in the Bioconductor library AffyPLM with default settings. Probe sets were redefined according to Dai et al. [25]. In this study probes were reorganized based on the Entrez Gene database, build 37, version 2 (remapped CDF v15.1). Probe sets that satisfied the criterion of a False Discovery Rate (FDR)<1% (q-value<0.01) were considered significantly regulated and used for bioinformatics analysis by Ingenuity (Ingenuity® Systems, www.ingenuity.com). The number of mice included in the array analysis were n = 4 per group. Genes with signal intensities below 20 in all mice from all treatments were considered absent and excluded from further analysis. Array data were submitted to the Gene Expression Omnibus, accession number GSE40672.

The microarray procedure applied on LCM-isolated surface and crypt cells was previously described [9]. These array data were earlier submitted to the Gene Expression Omnibus, accession number GSE27849.

### Bacterial DNA extraction and MITChip procedure

DNA was extracted from 0.1 g of fresh colonic sample using the repeated bead beating method [26]. Microarray analyses were conducted by using the Mouse Intestinal Tract Chip (MITChip) produced by Agilent technologies (Agilent Technologies, Palo Alto, CA, USA) in analogy to the (previously developed) human HITChip [27]. Details about DNA extraction and MITChip are in the supporting information. A customized classification was introduced based on three levels of taxonomic resolution; Level 0 (phylum), Level 1 (class or *Clostridium* cluster) and Level 2 (including sequences with ≥90% sequence similarity, reflecting a genus-like level). The pre-processing was performed using in-house MySQL and R scripts. Ward's minimum variance method was used to generate hierarchical clustering of the total microbiota probe profiles by calculating a distance matrix between the samples based on the Pearson's distance [28].

### Quantitative PCR

qPCR included quantification of total bacteria using 16 S rRNA-specific primers and gene specific qPCR, targeting functional genes representing bacterial groups with the following capacity: sulfate or nitrate reduction. For detailed method see supporting information. Primer sequences can be found in Table S1.

### Bacterial incubations with fecal water

Gram-negative *Escherichia coli* (ABLE K) was cultivated in Luria-Bertani (LB) broth and Gram-positive *Lactobacillus plantarum* WCFS1 [29] was grown in MRS liquid medium (Becton Dickinson, Breda, the Netherlands). Bacteria from overnight cultures were pelleted by centrifugation for 15 min at 4800 rpm and washed 2 times with PBS. Cell-pellets were resuspended to an OD_600_ of 1, and 5 µl of the resulting suspension was mixed in 200 µl with 10 µl PBS or deoxycholate (final concentrations of 0.7, 1.3 and 2.7 mM) as controls, or with pooled control or heme fecal water from 4 biologically independent, but identical experiments of at least 6 mice per treatment . Each mixture was made in triplicate, and incubated for 2 h at 37°C. Subsequently, bacteria present in the suspensions were stained by adding live/death medium (BacLight Bacterial Viability and Counting Kit,Molecular Probes, Leiden, the Netherlands to a final volume of 200 µl) and analyzed by flow cytometry (FACS) analysis.

### Western blot

Homogenates of colon tissue were made by adding 1 ml of PBS containing protease inhibitors (CompleteMini, Roche Diagnostics, Mannheim, Germany) to part of a mucosal scraping of one animal. Tissue was homogenized using a turrax. Homogenates were centrifuged for 10 min at 4°C at 20.000×*g* and supernatant was collected. For Western blot analysis homogenates were pooled for n = 8 mice per group. Samples were applied to SDS-PAGE (17.5% gel) and transferred to polyvinylidene fluoride membranes. Ten µg total protein was loaded for detection of Slpi and β-actin. Membranes were blocked with Tris-buffered saline with 0.1% Tween20 and 5% milk powder (ELK). The blot was cut in two at around 26 kDa. The lower half containing proteins with sizes lower than 26 kDa was probed overnight at 4°C with antibodies against mouse Slpi (R&D systems, Minneapolis, USA 1∶500). The blot was incubated with peroxidase-conjugated donkey anti-goat antibody (Jackson ImmunoResearch, USA, 1∶5000) at room temperature for 1 h. The upper half of the blot containing the proteins with sizes higher than 26 kDa was probed overnight at 4°C with antibodies against β-actin (Sigma-Aldrich, St. Louis, USA 1∶3000). The blot was incubated with peroxidase-conjugated goat anti-rabbit antibody (Jackson ImmunoResearch, USA, 1∶5000) at room temperature for 1 h. The signals were detected with the enhanced chemiluminescence detection system (Amersham ECL, GE Healthcare, Little Chalfont, UK).

### Statistical analysis

All values are presented as mean ± SEM. Physiological responses,were compared using an unpaired, two-tailed t-test. Statistical analysis was carried out in SPSS Statistics 17.0 (SPSS Inc., Chicago, IL). A p-value<0.05 was considered as statistically significant. Statistical considerations for microarray analysis are described above. Microbiota analysis was carried out on different taxonomical levels: level 0 corresponding to phylum-like level, level 1 corresponding to class-like level and level 2 corresponding to genus-like level. Mann whitney analysis between heme and control groups, followed by correction for multiple testing by Benjamini Hochberg correction [30] was carried out. A q-value<0.05 was considered statistically significant.

## Results

### Effects of dietary heme on colon physiology

Addition of heme to the diet for 2 weeks increased cytotoxicity of fecal water (Table 1). Besides cytotoxic stress, heme-fed mice suffered from Reactive Oxygen Species (ROS) stress in their colon, as shown by the increase of thiobarbituric acid reactive substances (TBARS) (Table 1). Dietary heme increased epithelial cell proliferation as shown by the Ki67-staining (Figure 1 and Table 1). 

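Gene expression was measured in scrapings of the colon of male C57BL/6 mice fed a high-fat Westernized control diet or this diet with 0.5 µmol/g heme for 14 days. RNA of 8 mice per diet was combined in equal amounts into 1 pool, and each pool was hybridized to 1 Affymetrix mouse gene array, giving 2 arrays in all. The arrays behind the paper's Tables 1 and 4 and the total scrapings in Figure 4 are a different set, of 4 individual mice per diet, made with another labeling kit and with probe sets redefined by Entrez gene. They are not used here, and whether those mice are among the pooled ones is not given in the sources used here. The authors deposited the values of the pools on a log2 scale after robust multi-array analysis (RMA), for 35556 probe sets, and a signal given here is the antilog of such a value. Each gene was taken from its probe set with the highest mean signal, and 15111 of 19938 named genes had a signal of at least 20 in at least 1 pool, 20 being the limit below which the paper considers a gene absent. With 1 array per diet there is no spread between replicates, so no test was made and the number of arrays limits the precision. A gene is called higher or lower where the pools differed at least 1.5-fold, and its difference was set beside those of the 500 genes nearest in mean signal. The gene itself is among these 500, so even Fabp1, whose difference was the largest, was matched by 0.2% of them. Before the data were examined, 59 gene lists were fixed, 7 of genes that the paper names and 52 of other topics or cell types, several of which hold genes that it names as well. The median log2 difference of a list, heme pool minus control pool over its members with a signal of at least 20, was set beside the medians of 10000 random lists of the same size matched on mean signal. These percentiles and calls describe the pools and not the variation between mice.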

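In the heme pool 771 genes were at least 1.5-fold higher and 640 at least 1.5-fold lower than in the control pool. How many genes would pass this threshold between 2 pools on the same diet is not known, as no diet has a replicate pool. Fabp1, a fatty acid binding protein, had the largest positive log2 difference (4.36), and Clca4b (3.08), Cyp4a10, a fatty acid hydroxylase with a signal of 116 in the heme pool and below 20 in the control pool, the actin-capping protein Capg (2.54), Sprr1a (2.51), Vsig1 (2.38) and Akr1c18 (2.30) were among the 12 largest. The largest negative log2 differences were those of the transglutaminase Tgm3 (-3.26), the pentraxin Mptx1 (-3.17) and the manganese transporter Slc30a10 (-3.15). The sulfate transporter Slc13a1 (-2.37), Fxyd4 (-2.35), Ifit1bl2, with a signal of 74.1 in the control pool and below 20 in the heme pool, and the sterol transporter Abcg5 (-2.28) followed, together with genes of smooth muscle. Of 18 smooth muscle genes 12 were lower and none was higher, with a median log2 difference of -1.51, below the medians of all 10000 random lists. Desmin (Des) had a signal of 52.8 in the heme pool and 346 in the control pool, and smooth muscle myosin (Myh11) 199 and 1044. Calponin (Cnn1) and Synpo2 had log2 differences of -2.56 and -2.21, and Ckb one of 0.02. Fibroblast genes had a median of -0.16, or 0.0079 over genes with a signal of at least 50 in a pool. Endothelial genes had one of 0.09, or -0.04 with no filter on low signals. With an offset of 20 signal units added before the log2, 557 genes were higher and 375 lower.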

Mucosal gene expression changes induced by heme were similar to those described into detail previously [9]. There was a high correlation between the current and the previous experiment (Pearson r = 0.896 with p<0.000 including only the significant changed genes (n = 3640, q<0.01). In the current as well as in the previous study, heme upregulated stress response genes such as Hmox1 (Table 1), Catalase and Glutathione related genes (not shown). 

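Hmox1, the enzyme that breaks down heme, had a signal of 459 in the heme pool and 36.6 in the control pool and was 12.5-fold higher. Catalase (Cat), which removes hydrogen peroxide, was 2.58-fold higher, with signals of 1351 and 524. Of 25 genes of the oxidative stress response 18 were higher and none was lower, with a median log2 difference of 1.02. The cystine transporter Slc7a11 (3.92), the carbonyl reductase Cbr3 (3.04) and the aldo-keto reductase Akr1b8 (2.91) stood beside Hmox1 at the top of this list, while extracellular superoxide dismutase (Sod3) and ferritin heavy chain (Fth1) had log2 differences of -0.33 and -0.03. Of 23 glutathione enzymes 13 were higher and none was lower, with a median of 0.70. Gclc (1.83) and Gclm (1.40), the subunits of the rate-limiting enzyme of glutathione synthesis, are in both lists. The transferases Gsta3 and Gstm6 had log2 differences of 2.02 and 1.13 and Gstt1 one of -0.32. Both medians lay above those of all 10000 random lists. Of the 500 genes nearest in mean signal, the gene itself included, 0.2% differed as much as Hmox1 and 1.4% as much as Cat.

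Of 26 genes of heme and iron metabolism 4 were higher and 1 was lower, with a median log2 difference of 0.18. The transferrin receptor (Tfrc, 1.48), ferritin light chain (Ftl1, 0.64) and the heme exporter Flvcr1 (0.61) were higher with Hmox1, and the folate and heme transporter Slc46a1 was lower (-1.86). Ftl1 fell short of 1.5-fold after quantile normalization (1.46-fold). Flvcr1 did so with an offset of 20 signal units (1.44-fold) and with the mean of its probe sets (1.28-fold). Of 20 genes of the unfolded protein response 1 was higher, asparagine synthetase (Asns, 0.89), and none was lower. Their median was 0.17, and 0.06 after correction for a trend with mean signal.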

Signaling from the injured surface epithelium to the proliferative crypt to initiate compensatory hyperproliferation occurs via downregulation of feedback inhibitors such as Wif1, IL-15, Ihh and Bmp2 [9]. Table 1 shows that, also in the current study, Wif1, IL-15 and Ihh were significantly downregulated by heme whereas Bmp2 was borderline significantly downregulated (q = 0.011). 

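Interleukin-15 (Il15) had a signal of 90.3 in the heme pool and 204 in the control pool and was 2.26-fold lower. Bmp2, with signals of 184 and 306, was 1.66-fold lower. The Wnt inhibitor Wif1 had signals of 34.8 and 48.5, a log2 difference of -0.48, and Ihh 213 and 271, a log2 difference of -0.35, both short of 1.5-fold. Of the 500 genes nearest in mean signal, 2.4% differed as much as Il15, 6.2% as much as Bmp2, 12.2% as much as Wif1 and 29.0% as much as Ihh. A list of 23 genes of signaling between the surface and the crypt includes these 4 genes because the paper names them. It also holds genes that respond to such signals, so its median is not one of surface signals alone. Of the 23 genes 3 were lower and none was higher. Bmp3, another bone morphogenetic protein, was the third (-1.07). The BMP and TGF-beta targets Smad7, Smad6 and Id1 had log2 differences of -0.53, 0.38 and 0.55. The median of the list was -0.05, with 31.1% of the random lists below it, and its mean was -0.18.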

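Of 33 genes of G2 and mitosis 32 were higher in the heme pool, with a median log2 difference of 1.16. The mitotic kinase Nek2 (1.54), the kinetochore protein Nuf2 (1.44) and Cdc20 (1.34), an activator of the anaphase-promoting complex, had large differences. Cyclin A2 (Ccna2) had a signal of 747 in the heme pool and 283 in the control pool, cyclin B2 (Ccnb2) 454 and 219, and Ki67 (Mki67) 535 and 354, which is 2.64-fold, 2.08-fold and 1.51-fold higher. Mki67 fell short of 1.5-fold after quantile normalization (1.45-fold), after correction for a trend with mean signal (1.44-fold) and with an offset of 20 signal units (1.48-fold). Of 33 genes of DNA replication 19 were higher and none was lower, with a median of 0.66. The ribonucleotide reductase subunits Rrm2 (1.87) and Rrm1 (1.15), the primase Prim1 (0.98) and cyclin E2 (Ccne2, 0.97) were higher, and cyclin E1 (Ccne1) had signals of 96.6 and 68.1, a log2 difference of 0.51. Both medians lay above those of all 10000 random lists. Survivin (Birc5), an inhibitor of apoptosis that also acts in mitosis, was 2.28-fold higher, and Ier3 1.79-fold higher. Of 13 apoptosis inhibitors these 2 were higher and Birc3 was lower (-0.70), while Xiap, Api5 and Bag3 had log2 differences of 0.45, 0.35 and 0.35 and Bcl2, Birc2 and Mcl1 of -0.40, -0.31 and -0.10. The median of this list was -0.02 and its mean 0.12. Of 18 Wnt targets and stem cell markers none was higher and 1 was lower, the Wnt receptor ligase Rnf43 (-1.03). The median of these 18 genes was -0.21, with 0.54% of the random lists below it, and Sox9 (-0.44), Lrig1 (-0.43), Ephb3 (-0.43), Bmi1 (0.30) and Cd44 (0.07) lay short of 1.5-fold.

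**Figure D1:**
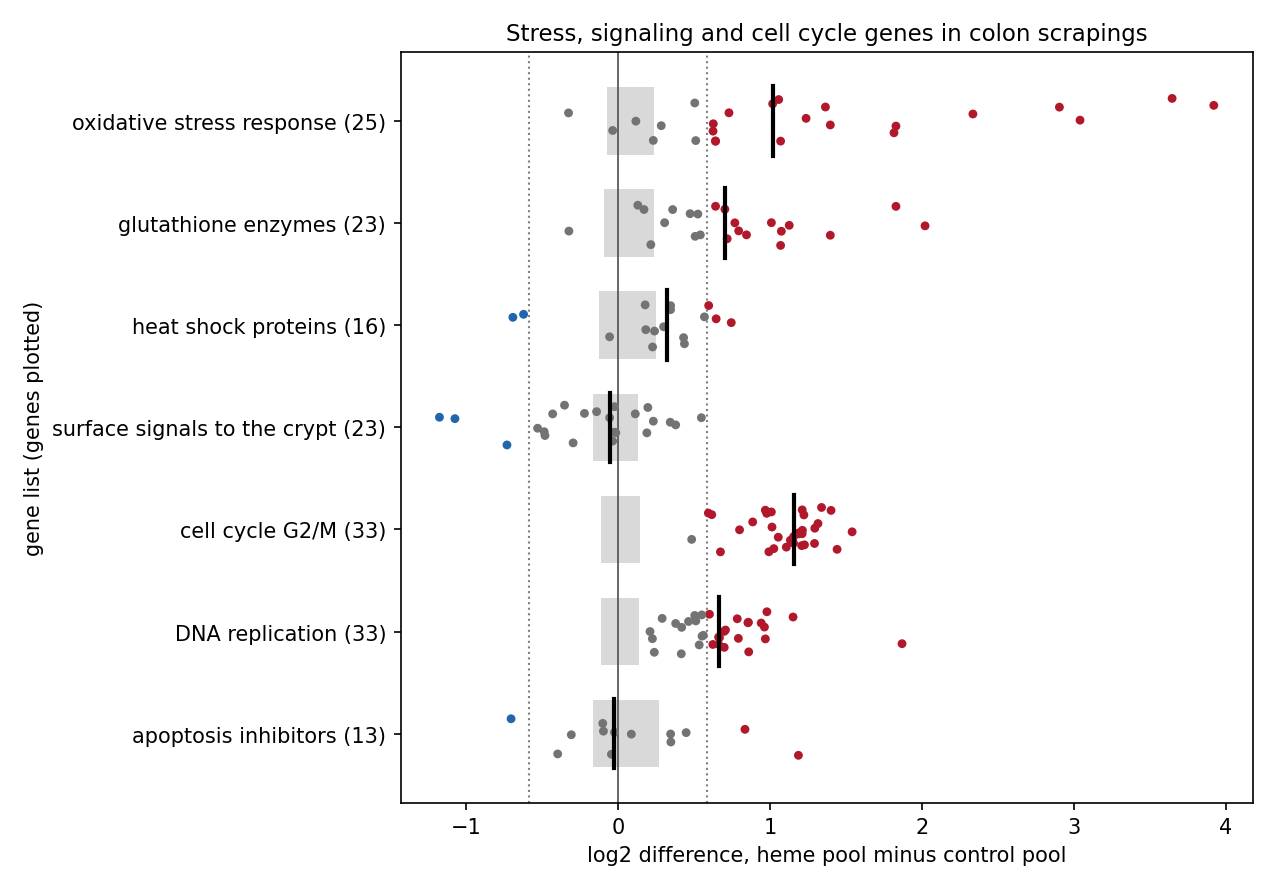
Log2 difference (heme pool minus control pool) of each gene with a signal of at least 20 in 7 gene lists; points are genes (red, at least 1.5-fold higher; blue, at least 1.5-fold lower; grey, neither), black bars are list medians, dotted lines mark 1.5-fold and grey boxes hold the central 95% of the medians of random lists. Of the G2 and mitosis genes 32 of 33 lie at or beyond 1.5-fold, around a median of 1.16. The list of surface signals to the crypt, which also holds genes that respond to such signals, lies on both sides of 0. Il15, Bmp2, Wif1 and Ihh of this list lie below 0.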

Cell cycle genes were induced (e.g. Ki67, Cyclins) and apoptosis inhibitors were upregulated (Birc5, Ier3) (Table 1).

**Figure 1:**
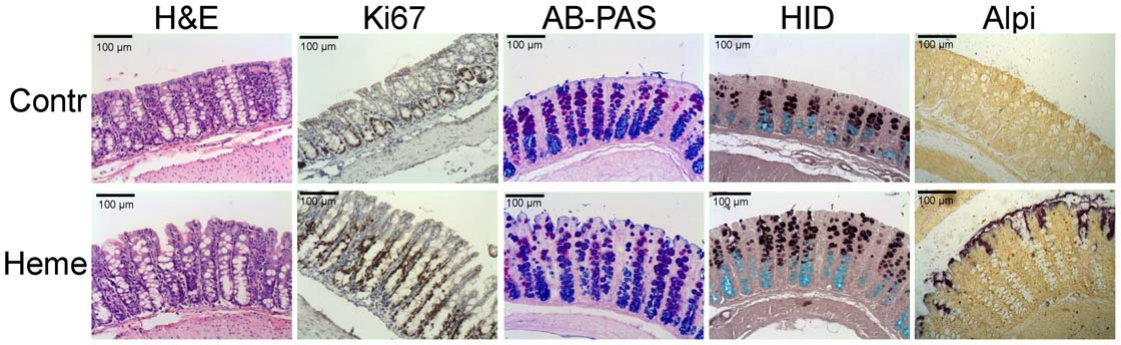
Histological staining of mouse colonic mucosa after 14 days on control or heme diet. Histological staining was performed for H&E, AB-PAS, HID and Alpi. Ki67-immunohistochemistry was performed using a Ki67-specific antibody.

**Table 1:** Differential effects of dietary heme on fecal and mucosal parameters.

	Control	Heme
**Feces**		
Cytotoxicity of fecal water (% lysis)	2±2	106±4 *
Fecal host DNA (µg/d)	1.31±0.25	0.48±0.09 *
Fecal TBARS (µmol/L malondialdehyde equivalents)	20.9±1.7	55.8±3.7 *
**Mucosal histology**		
Total number of cells per crypt	48.0±3.1	75.4±4.3 *
Number of Ki67 positive cells per crypt	19.7±2.6	44.3±3.5 *
Labeling index (% Ki67 positive cells per crypt)	40.5±2.2	58.8±1.6 *
**Mucosal gene expression**		
Heme oxygenase 1 (Hmox1)	86±5	923±271*
Wnt Inhibitory Factor 1 (Wif1)	63±3	48±2*
Interleukin-15 (Il-15)	399±7	169±4*
Indian Hedgehog (Ihh)	655±35	487±35*
Bone morphogenetic protein (Bmp2)	1075±160	615±82
Ki67 (Mki67)	1318±63	2193±57*
Cyclin E1 (Ccne1)	145±19	265±16*
Cyclin A2 (Ccna2)	1123±116	2262±79*
Cyclin B2 (Ccnb2)	1414±142	2387±85*
Immediate Early response 3 (Ier3)	127±12	185±22
Survivin, baculoviral IAP repeat-containing 5 (Birc 5)	117±9	230±10*
Receptor-interacting protein (Ripk3)	330±18	556±46*

Data are represented as mean ± SEM, n = 8 for feces and mucosal histology and n = 4 for gene expression.

* Significantly different from respective controls at q<0.01 for gene expression and p<0.05 for other parameters.

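Ripk3, a kinase that drives necroptosis, had a signal of 390 in the heme pool and 229 in the control pool and was 1.70-fold higher. A difference as large was seen in 5.6% of the 500 genes nearest in mean signal. Of 9 genes of necroptosis and pyroptosis 2 were higher, Ripk3 and Mlkl (log2 difference 0.67), the membrane-permeabilizing protein that Ripk3 phosphorylates. Gasdermin D (Gsdmd, -0.71) and Zbp1 (-0.61) were lower, and Tradd and Pgam5 had log2 differences of 0.47 and 0.24. The median of this list was 0.03, and -0.10 without its most changed member. Of 18 apoptosis effectors 1 was higher, the death receptor Tnfrsf10b (0.62), and 3 were lower, namely the death receptor Fas (-0.74), Bik (-0.73) and Pmaip1 (-0.69). With an offset of 20 signal units none of these 4 reached 1.5-fold, and neither did Zbp1 (1.37-fold). Their median was 0.06, and Bak1 (0.51), Casp6 (0.50) and cytochrome c (Cycs, 0.43) lay short of 1.5-fold. Of 15 targets of p53 2 were higher, Plk3 (0.81) and Gtse1 (0.76), and 2 were lower, Fas and Pmaip1, with a median of 0.10. The scrapings hold all cell types of the mucosa, so these values do not separate epithelial from other cells.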

In line with the earlier described inhibition of apoptosis [21], we found that heme upregulated the necrosis inducer receptor interacting protein kinase-3 (Ripk3) by 1.7-fold, indicating that epithelial cells die predominantly by necrosis [31]. This would result in a diminished, apoptosis-dependent, cell shedding [32] and thus decreased levels of host DNA in feces. Therefore we measured host DNA levels of the feces of control and heme fed mice. The amount of host DNA in the feces of heme-fed mice was significantly lower compared to controls (Table 1).

### Effects of dietary heme on microbial composition

Until now, the effect of heme or red meat on colonic bacteria was studied only by classical culturing methods [18]. Therefore, we now investigate whether the overall composition of colonic microbiota of heme-fed mice differed from that of control mice by using 16S rRNA phylogenetic microarrays, targeting murine phylotypes (MITChip). The MITChip has previously been used to study the microbiota from mouse intestinal samples [33]. In our study, MITChip analysis indicated that samples of heme-fed mice clustered separately from control mice (Figure 2), because of major changes in bacterial phyla (Figure S1) and classes (Table 2). Upon heme consumption, 12 bacterial classes were significantly changed. Amongst them, the Gram-negative Bacteroidetes, Beta- and Epsilon-Proteobacteria and Verrucomicrobia were increased, while the Gram-positives such as the Actinobacteria and Firmicutes, including Bacilli, and *Clostridium* clusters IV and XIVa, were decreased in heme-fed mice. A further analysis of the bacterial composition was carried out at genus-level (designated level-2 in the chip data; Table S2). Genera such as *Bacteroides*, *Alistipes*, *Prevotella*, *Helicobacter*, *Sphingomonas*, *Akkermansia* were significantly increased upon heme-feeding. Based on MITChip data, Gram-negative bacteria (i.e. Bacteroidetes, Deferribacteres, Fibrobacteres, Fusobacteria, Proteobacteria and Verrucomicrobia) accounted for 40.7±3.5% of the total bacteria in the controls, while the heme diet promoted an increase (p<0.001) of relative abundance of Gram-negative bacteria to 66.6±3.2% of the total bacteria detected. The total bacterial density was similar between the heme and control group (Table 3), indicating that a heme-diet induced drastic changes in the ratio of Gram-negative to Gram-positive bacteria from 0.7 to 2.2 (Table 3) without influencing the overall community density. Analogously, the ratio between the most dominant Gram-negative and Gram-positive phyla, Bacteroidetes and Firmicutes, was also strongly increased (Table 3).

**Figure 2:**
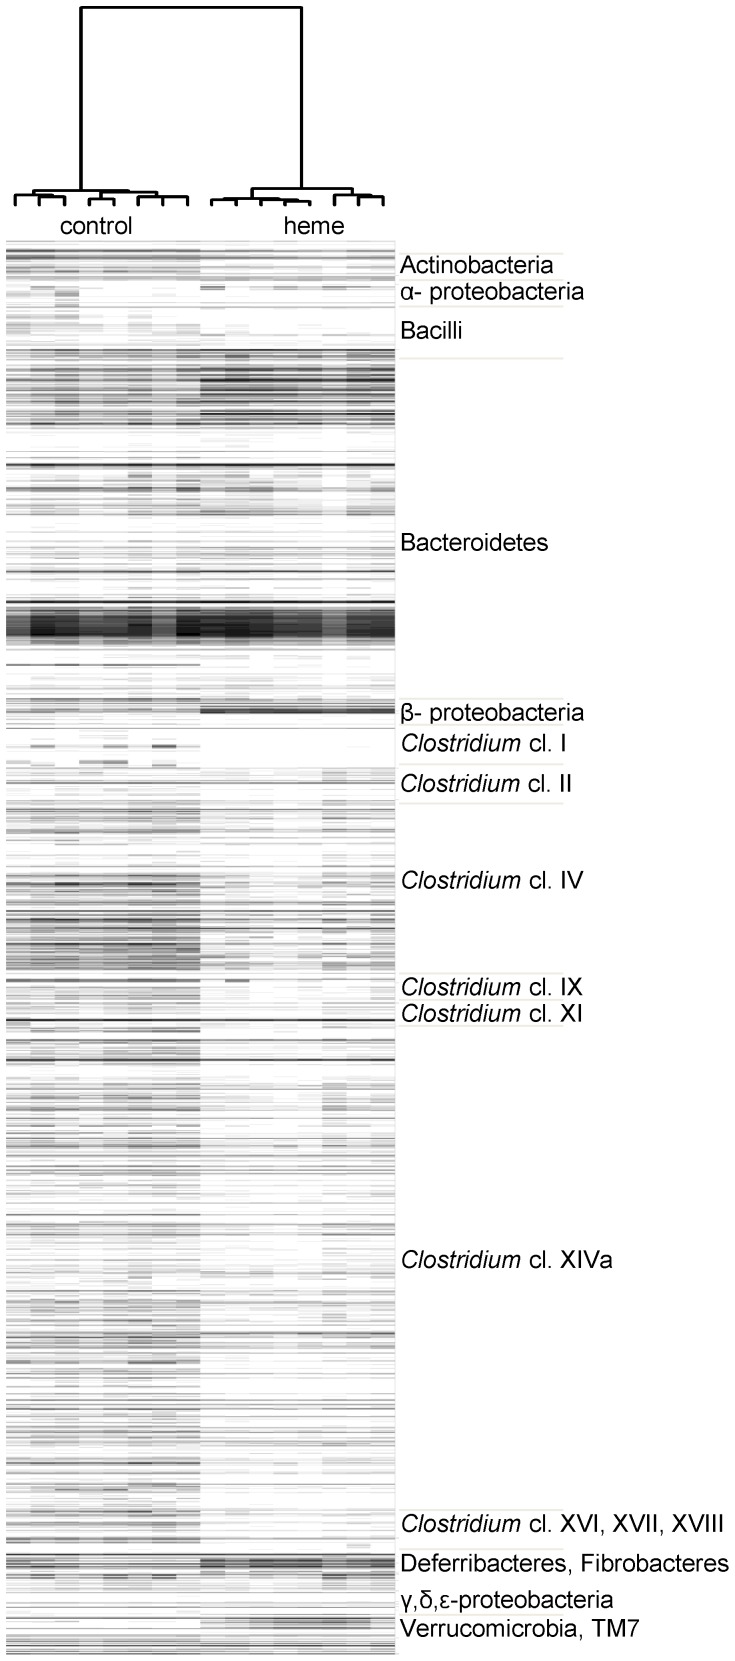
Phylogenetic fingerprints of the colonic microbiota of the control group and heme group. Gel-view figure of the intensity of 3,580 probes covered by MITChip and assigned to the phylogenetic class-like groups (level 1) depicted on the right side. Ward's minimum variance method was used to generate hierarchical clustering of the total microbiota probe profiles, whereas the distance matrix between the samples was based on the Pearson's product moment correlation.

**Table 2:** Relative contribution of bacterial classes- *Clostridium* clusters (level 1) detected by MITChip in control and heme-fed mice.

Phylum	Class	Control	Heme
**Actinobacteria**	Actinobacteria	2.46±0.32	1.26±0.04**
**Bacteroidetes**	Bacteroidetes	33.48±3.71	53.11±4.77*
**Firmicutes**	Bacilli	1.15±0.13	0.80±0.06*
	*Clostridium* cluster I	0.97±0.19	0.67±0.05
	*Clostridium* cluster II	1.55±0.11	1.17±0.18
	*Clostridium* cluster IV	10.83±0.79	5.01±0.67**
	*Clostridium* cluster IX	0.28±0.04	0.03±0.00**
	*Clostridium* cluster XI	3.01±0.38	2.20±0.47
	*Clostridium* cluster XIVa	25.76±1.71	12.33±1.87**
	*Clostridium* cluster XVI	4.24±0.80	1.98±0.09**
	*Clostridium* cluster XVII	1.60±0.20	1.63±0.14
	*Clostridium* cluster XVIII	3.66±0.51	3.23±0.28
	Mollicutes	2.93±0.41	2.62±0.24
**Deferribacteres**	Deferribacteres	1.40±0.35	1.38±0.38
**Fibrobacteres**	Fibrobacteres	0.19±0.03	0.15±0.02
**Fusobacteria**	Fusobacteria	0.80±0.07	0.70±0.12
**Proteobacteria**	Proteobacteria (alpha)	0.74±0.05	1.26±0.23
	Proteobacteria (beta)	0.57±0.08	2.05±0.22**
	Proteobacteria (delta)	0.21±0.06	0.10±0.04
	Proteobacteria (epsilon)	0.26±0.02	0.56±0.06**
	Proteobacteria (gamma)	2.83±0.20	4.99±1.38
**TM7**	TM7	0.88±0.07	0.48±0.09*
**Verrucomicrobia**	Verrucomicrobia	0.18±0.07	2.28±0.63*

Data are represented as mean ± SEM (n = 8),

* q<0.05,

** q<0.01.

significance indicated between the control group and the heme group tested by Mann Whitney corrected for multiple testing by Benjamini-Hochberg procedure.

**Table 3:** Quantification of total bacteria and specific functional genes in colonic samples from control and heme-fed mice.

	Control	Heme
**Total bacteria (16S rRNA)**	11.20±0.08	11.30±0.17
**Ratio Gram-negative to Gram-positive bacteria**	0.72±0.09	2.16±0.27 **
**Ratio Bacteroidetes to Firmicutes**	0.64±0.09	1.88±0.30*
**Sulfate reducers (** ***DsrA*** **)**	7.92±0.15	8.29±0.15
**Nitrate reducers (** ***NarG*** **)**	9.45±0.16	10.50±0.13*

Data are represented as mean ± SEM, (n = 8).

* indicates significant change between control and heme (p<0.05),

** indicates significant change between control and heme (p<0.001).

For ratio calculation, the in Table 2 quantified Actinobacteria, Firmicutes and TM7 were included as Gram-positives and Bacteroidetes, Deferribacterres, Fibrobacteres, Fusobacteria, Proteobacteria and Verrucomicrobia were included as Gram-negatives.

Results are expressed in log10 of gene copy-nr/g fecal dry weight. Genes used for quantification are mentioned between brackets.

Next we investigated whether heme can act as a selective growth factor involved in the modulation of the ratio of Gram-negative to Gram-positive bacteria. Notably, several members of the Gram-negative Bacteroidetes can use heme as a growth factor [34]. However, such a generic growth stimulating effect of heme was unlikely, since several Gram-positive bacteria able to use heme [35], such as *Corynebacterium diphteriae et rel.* (fold-change = 0.8), and *Streptococcus* (fold-change = 0.13), were decreased. Alternatively, various bacteria can use heme as electron carrier in cytochrome- catalyzed anaerobic respiration, like sulfate and nitrate reduction in anaerobic bacteria. Therefore, putative changes in sulfate and nitrate reduction capacity in the microbiota where assessed by quantification of the corresponding functional gene copy-numbers within the total microbiota community. This was done by qPCR for dissimilatory sulfate reductase (*dsrA*) and the membrane-bound nitrate reductase (*narG*) encoding genes. There was no significant difference in abundance of the *dsrA* gene between the control and heme-fed group (Table 3), suggesting an unaltered sulfate-reduction capacity of the microbiota. In contrast, the abundance of the *narG* gene was significantly higher in the microbiota of the heme-fed mice, indicating an enhanced microbial nitrate reduction capacity. However, nitrate reduction occurs in various Gram-negative as well as -positive bacteria, implying that increased nitrate reduction capacity in the microbiota encountered on the heme diet cannot be correlated directly with the increased number of Gram-negative bacteria. Taken together, these results make it unlikely that heme selectively stimulates the growth of Gram-negative bacteria and thereby changes the ratio of Gram-negative to Gram-positive bacteria.

Another possibility is that the ratio of Gram-negative to Gram-positive bacteria is directly affected by the toxic heme, which may act as a lytic surfactant to which Gram-positive bacteria are more susceptible, thereby selectively decreasing the Gram-positive bacterial populations, and allowing expansion of the Gram-negative community [36]. To evaluate whether the cytotoxic heme had a differential impact on the viability of Gram-negative and Gram-positive bacteria, the exemplary Gram-negative *Escherichia coli* (ABLE K), and Gram-positive *Lactobacillus plantarum* WCFS1 were incubated with fecal water of heme or control mice, or with deoxycholate as a positive control. There was a clear concentration-dependent decrease of viability of Gram-positive *L. plantarum* cells when these were incubated with deoxycholate (Figure 3A). However, the percentage of viable Gram-negative *E. coli* cells was barely affected by deoxycholate treatment. Similarly, *L. plantarum* was more sensitive to fecal water from heme-fed mice as compared to the control, whereas the viability of *E. coli* was equally affected by heme and control fecal water (Figure 3B). These differential sensitivity effects were consistently found for fecal water pools from four biologically independent, but similar diet-interventions in mice, suggesting that heme fecal water has a reproducible antimicrobial effect on our Gram-positive model-bacterium. Assuming that our model bacteria represent the generic difference between the cell membranes of Gram-positive and Gram-negative bacteria, these in-vitro results may explain the observed modulation of the ratio between Gram-negative and Gram-positive bacteria in the colon microbiota of heme- and control-fed mice.

**Figure 3:**
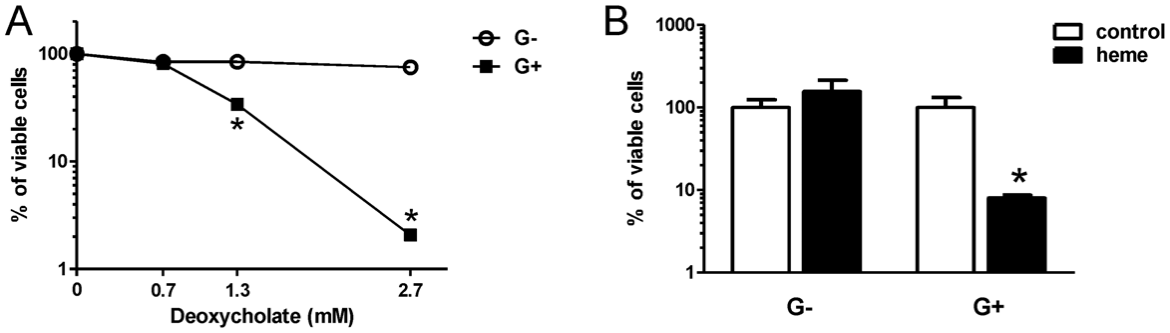
Differential effect of deoxycholate (A) and of control and heme fecal water (B) on viability of Gram-negative (G−) *E.coli* and Gram-positive (G+) *L. plantarum*. Fecal water pools from four separate, but identical, animal experiments were used in triplicate. Viability is measured relative to PBS (A) and control fecal water (B). Data are presented as mean ± SEM, (n = 4) *p<0.05.

### Heme did not change microbe-sensing pathways in colonic mucosa

Because of these drastic changes in colon microbiota we queried the mucosa for heme-induced differences in inflammation markers, mucin dynamics and Toll-like receptor (Tlr) signaling pathways. The surface epithelium of the heme fed mice was ruffled, because of luminal necrosis [21], but there were no signs of inflammation, as there was no infiltration of neutrophils or macrophages observed in the lamina propria (Figure 1). Moreover, the expression of inflammation markers for macrophages (CD14, CD68, CD11b, and F4/80,) and for neutrophils (Mpo, lactoferrin, neutrophil elastase, and Emr4) was not changed by dietary heme (Table 4). 

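Among the macrophage markers, Cd14 had a signal of 127 in the heme pool and 129 in the control pool, Cd68 84.8 and 71.6, and CD11b (Itgam) 41.9 and 49.1, with log2 differences of -0.02, 0.25 and -0.23. F4/80 (Adgre1) had signals of 60.0 and 39.9 and was 1.50-fold higher, or 1.34-fold with an offset of 20 signal units. Among the 500 genes nearest to Adgre1 in mean signal 9.4% differed as much. Of the neutrophil markers, neutrophil elastase (Elane) had signals of 24.9 and 23.9, and myeloperoxidase (Mpo), lactoferrin (Ltf) and Emr4 (Adgre4) were below 20 in both pools. Of 22 genes of macrophages and dendritic cells Adgre1 was the only one higher and none was lower. Their median log2 difference was 0.18, above 99.9% of the random lists, with the mannose receptor Mrc1 (0.40), Cd163 (0.38) and cathepsin K (Ctsk, -0.21) short of 1.5-fold. Of 17 neutrophil genes 6 had a signal of at least 20 in a pool. None of these 6 was 1.5-fold higher or lower, and their median was 0.05, with Mmp9 at 0.41, Prtn3 at 0.24, Ly6g at -0.09 and Camp at -0.07. Like Elane, Mmp9, Prtn3 and Camp were close to the limit of 20, with signals of 31.6, 30.2 and 27.1 in the heme pool. Ly6g had signals of 1919 and 2045 although Mpo and Ltf were below 20. These values therefore say little about neutrophils.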

Next we studied mucins as they protect the surface epithelium against bacteria and toxic luminal factors and are increased by inflammation [37]. There were no clear differences in presence and distribution of neutral and acidic mucins between the heme-fed animals and the control animals as shown by AlcianBlue/PAS staining (Figure 1). The same holds for the sulfated and carboxylated mucins shown by HID staining (Figure 1). 

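The secreted mucin Muc2 had a signal of 6813 in the heme pool and 8417 in the control pool, a log2 difference of -0.30. Of the cell-associated mucins, Muc1 was 1.95-fold lower, with signals of 25.8 and 50.3. Muc3 had signals of 4885 and 6451 (-0.40) and Muc13 3482 and 4100 (-0.24), both lower by less than 1.5-fold, and Muc4 had 395 and 368 (0.10). Of the 500 genes nearest in mean signal, 2.2% differed as much as Muc1, 23.4% as much as Muc3, 34.2% as much as Muc2 and 46.0% as much as Muc13. Of 14 goblet cell genes, Muc2 included, 1 was lower, the angiogenin Ang4 (-1.92), and none was higher. Their median log2 difference was -0.17, with 0.83% of the random lists below it, or 3.59% of random lists not matched on signal. Clca1 (-0.49), the sialyltransferase St6galnac1 (-0.43), the goblet cell transcription factor Spdef (-0.40), Retnlb (0.56) and Agr2 (0.21) lay short of 1.5-fold.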

The gene expression of secreted Muc2 was not changed (Table 4), whereas that of the cell-associated Muc1, 3 and 13 was significantly downregulated. Thus, the heme diet did not increase mucin turnover that is typical of inflammation.

**Table 4:** Mucosal gene expression on control or heme diet.

Gene name	Symbol	Signal intensity control	Signal intensity heme
**Macrophage markers**			
CD14 antigen	Cd14	270±30	267±37
CD68 antigen	Cd68	205±18	176±13
integrin alpha M	Itgam/Cd11b	84±10	93±7
EGF-like module containing, mucin-like, hormone receptor-like sequence 1	Emr1/F4/80	127±15	109±12
**Neutrophil markers**			
myeloperoxidase	Mpo	23±2	23±2
lactotransferrin	Ltf	21±1	22±2
elastase, neutrophil expressed	Elane	25±2	23±2
EGF-like module containing, mucin-like, hormone receptor-like sequence 4	Emr4	15±2	13±0
**Mucins**			
Mucin 1	Muc1	190±32	56±5*
Mucin 2	Muc2	11040±182	10301±199
Mucin 3	Muc3	8429±108	7017±112*
Mucin 4	Muc4	1100±68	1191±104
Mucin 13	Muc13	6845±68	5999±26*
**Anti-microbial response**			
Alkaline phosphatase, intestinal	Alpi	746±114	1691±59*
Secretory leukocyte peptidase inhibitor	Slpi	110±2	1612±218*
Regenerating islet-derived 3 beta	Reg3β	1770±852	1150±626
Regenerating islet-derived 3 gamma	Reg3γ	1036±480	844±334
Lysozyme	Lyzs	1523±62	1580±88
**Toll-like receptor signaling**			
Toll-like receptor 1	Tlr1	1713±47	1375±49*
Toll-like receptor 2	Tlr2	444±48	219±7*
Toll-like receptor 4	Tlr4	309±14	242±13*
Toll-like receptor 6	Tlr6	31±1	35±1
Toll-like receptor 9	Tlr9	58±2	61±3
Inhibitor of kappaB kinase gamma	Ikbkγ	315±9	588±39*
Tnf receptor-associated factor 6	Traf6	493±16	549±24
Toll-interleukin 1 receptor (TIR) domain-containing adaptor protein	Tirap	447±30	506±13
Myeloid differentiation primary response gene 88	Myd88	842±37	904±32
Tumor necrosis factor	Tnfα	54±3	50±1
Interleukin 1 beta	Il-1β	40±3	36±2
Interleukin 6	Il-6	n.e.	n.e.
Interleukin 12a	Il-12a	23±1	25±1
Interleukin 12b	Il-12b	30±1	28±2

* indicates significant fold change (q<0.01), genes with signal intensities below.

20 are considered not expressed (n.e.).

Colonocytes can also directly respond to bacterial cell components via Tlr-signaling pathways. The strong increase in Gram-negative bacteria in colon microbiota of heme-fed mice suggests an increased exposure of the mucosa to lipopolysaccharide (LPS). The expression of Tlr4, which recognizes LPS, was downregulated with a fold-change of −1.3 (Table 4). 

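In the pools Tlr4 had a signal of 225 on the heme diet and 211 on the control diet, a log2 difference of 0.09. Most genes of similar signal, 76.4% of the nearest 500, differed as much or more. Tlr9, which detects bacterial DNA, had signals of 48.3 and 43.3, a log2 difference of 0.16.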

Tlr2 can form heterodimers with Tlr1 or with Tlr6 to detect different ligands (reviewed in [38] ). Tlr2/1 recognizes triacyl lipoproteins found mainly in Gram-negative bacteria, while Tlr2/6 recognizes diacyl groups on lipoteichoic acid and lipoproteins of Gram-positive bacteria. 

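Tlr2 had a signal of 131 in the heme pool and 212 in the control pool and was 1.61-fold lower, and 6.2% of the 500 genes nearest in mean signal differed as much. Tlr1 had signals of 360 and 443, a log2 difference of -0.30, with 37.6% of the nearest genes differing as much. Tlr6, with signals of 20.6 and 23.9 close to the limit of 20, had a log2 difference of -0.22.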

The heme intervention downregulated the expression of Tlr1 and Tlr2 (fold-change resp. −1.2 and −2.0, Table 4), but Tlr6 remained unchanged. Downstream targets of TLRs, such as MyD88, Traf6 and Tirap, were not changed, except for the NF-κB activator Nemo (Ikbkγ), which was induced by heme (Table 4).

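The adaptors Myd88, Traf6 and Tirap had signals of 302, 197 and 155 in the heme pool and 285, 169 and 140 in the control pool, with log2 differences of 0.08, 0.22 and 0.15. Nemo (Ikbkg), the regulatory subunit of the kinase complex that activates NF-κB, had signals of 259 and 139 and was 1.86-fold higher. A difference as large as that of Ikbkg was found in 3.4% of the 500 genes nearest in mean signal. Of the 14 genes of Toll-like receptor signaling that Table 4 lists, 11 had a signal of at least 20 in a pool, with Ikbkg higher, Tlr2 lower and a median log2 difference of 0.08.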

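Tnf had a signal of 32.8 in the heme pool and 37.9 in the control pool, and interleukin-1β (Il1b) 27.3 and 29.1, which are log2 differences of -0.21 and -0.10. Il6, Il12a and Il12b were below 20 in both pools. Of 28 genes of inflammatory cytokines and mediators 19 had a signal of at least 20 in a pool. The neutrophil chemokines Cxcl5 and Cxcl1 (0.61) and the prostaglandin synthase Ptgs2 (0.85) were higher, and the chemokines Ccl5 (-1.14) and Ccl20 (-0.95) were lower. Cxcl5 had a signal of 32.1 in the heme pool and one below 20 in the control pool. With an offset of 20 signal units Cxcl5 and Cxcl1 were 1.47-fold and 1.35-fold higher, short of 1.5-fold. The median log2 difference of the 19 genes was -0.10, with 24.6% of the random lists below it, and their mean was -0.01.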

Although the heme diet led to, (i) increased exposure to Gram-negative bacteria, (ii) altered expression of Tlr1, 2 and 4, as well as (iii) Nemo, these changes did not elicit significant modulation of the transcription of downstream genes associated with inflammatory cytokine production, such as TNFα, IL-1β, IL-6 and IL-12. This indicated that the heme diet did not induce functional changes in the Tlr-signaling pathways (Table 4). Moreover, Serum Amyloid A3 (Saa3), a gene encoding a protein involved in acute phase response, is 8-fold downregulated in the mucosa of the heme-fed animals (data not shown), supporting the lack of innate immune responses in heme-fed mice. 

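Of 18 targets of NF-κB 6 were lower and 1 was higher in the heme pool, with a median log2 difference of -0.19 and 1.04% of the random lists below it. This median was -0.12 after quantile normalization, -0.15 after correction for a trend with mean signal and -0.14 with an offset of 20 signal units. The mean of the list was -0.27. Traf1, with a signal below 20 in the heme pool, Irf1 (-0.77) and Relb (-0.71) were lower with Ccl20, and Cxcl1 was the one that was higher. Traf1 (1.37-fold) and Cxcl1 (1.35-fold) fell short of 1.5-fold with an offset of 20 signal units, and Irf1 (1.48-fold) with the mean of its probe sets. Of 20 interferon response genes 7 were lower and none was higher. The antiviral protein Ifit1 (-1.33), the transcription factor Irf7 (-0.99), Gbp3 (-0.84) and Rtp4 (-0.77) were lower, and Bst2 had a log2 difference of 0.24. The median of the interferon response genes was -0.43, below the medians of all 10000 random lists. Of 20 T cell genes 6 were lower and none was higher, with a median of -0.28 and 0.08% of the random lists below it. Granzyme A (Gzma, -1.26), the natural killer receptor Klrd1 (-0.76) and the T cell receptor subunit Cd3g, with signals of 33.4 and 66.8, were lower with Ccl5, and Cd4 and Icos had log2 differences of 0.28 and 0.20. The T cell median was -0.62 over genes with a signal of at least 50 in a pool and -0.16 with an offset of 20 signal units. Of 9 genes of MHC class II antigen presentation cathepsin S (Ctss, -0.83) and H2-Ob (-0.72) were lower and none was higher, with a median of -0.26. Of 14 genes of B cells and plasma cells 1 was lower, the complement receptor Cr2 (-0.72), with a median of -0.08, or 0.15 over genes with a signal of at least 50 in a pool. With the offset Gbp3 (1.48-fold), Klrd1 (1.36-fold), H2-Ob (1.45-fold) and Cr2 (1.32-fold) fell short of 1.5-fold as well.

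**Figure D2:**
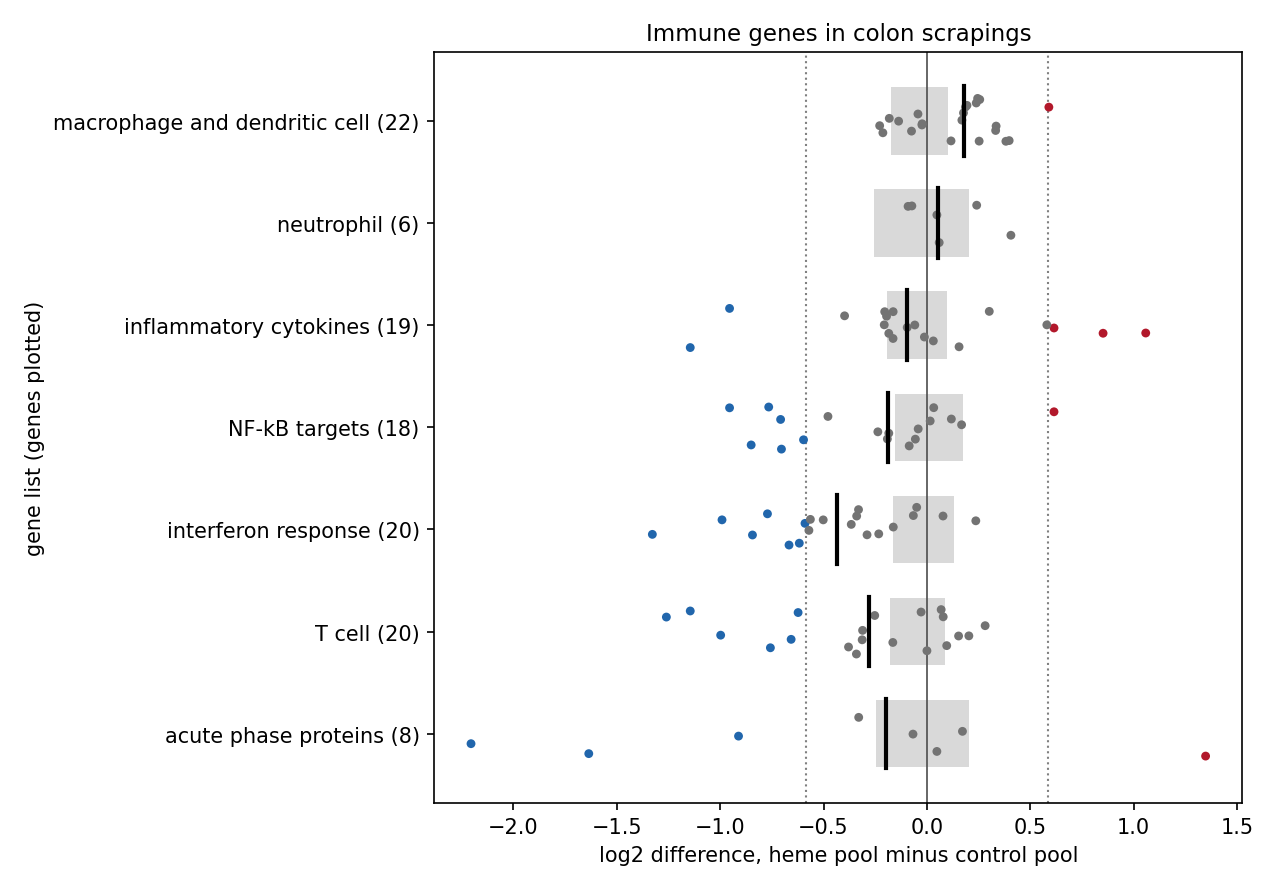
Log2 difference (heme pool minus control pool) of each gene with a signal of at least 20 in 7 lists of immune genes; points are genes (red, at least 1.5-fold higher; blue, at least 1.5-fold lower; grey, neither), black bars are list medians, dotted lines mark 1.5-fold and grey boxes hold the central 95% of the medians of random lists. The interferon response median of -0.43 lies left of its box, and the macrophage and dendritic cell median of 0.18 right of its box.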

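Saa3 had a signal of 51.8 in the heme pool and 161 in the control pool and was 3.11-fold lower, and 0.4% of the 500 genes nearest in mean signal differed as much. Serum amyloid A1 (Saa1), with signals of 247 and 1137, was 4.61-fold lower and Saa2 1.88-fold lower. Of 16 acute phase genes 8 had a signal of at least 20 in a pool, and these 3 were the ones that were lower. The protease inhibitor Serpina3n was higher (log2 difference 1.35), and Orm1, below 20 in the heme pool, hemopexin (Hpx, 0.17) and lipocalin-2 (Lcn2, 0.05) lay short of 1.5-fold. The median of the 8 genes was -0.20. It was -1.27 over genes with a signal of at least 50 in a pool and -0.07 without Saa1.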

Finally, plasma IgM against core endotoxin was measured in this study and its concentration was similar in heme-fed and control mice (not shown), indicating that also a systemic marker for immune activation was unaffected by heme. Taken together these results show an unaltered innate immune system in the heme-fed mice as compared to the controls.

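Lysozyme 1 (Lyz1) had a signal of 173 in the heme pool and 180 in the control pool, and lysozyme 2 (Lyz2) 422 and 374, which are log2 differences of -0.05 and 0.18. Of the regenerating islet-derived lectins, Reg3b had signals of 971 and 1468 and was 1.51-fold lower, and Reg3g had 784 and 847, a log2 difference of -0.11. Among the 500 genes nearest to Reg3b in mean signal 11.6% differed as much. The defensin genes Defa24, Defb1, Defb3 and Defb4 were below 20 in both pools. Of 23 genes of defensins and other antimicrobial peptides 13 had a signal of at least 20 in a pool. The phospholipase Pla2g2a (0.94) and Slpi were higher, while Ang4, Wfdc2 (-0.78) and Reg3b were lower. The median of these 13 genes was -0.05, and the immunoglobulin transporter Pigr had a log2 difference of -0.40. Of 5 genes of Paneth cells and the secretory crypt base Pla2g2a and Mmp7 (0.61) were higher and Kit (-0.81) was lower, with a median of 0.18. With an offset of 20 signal units Mmp7 was 1.31-fold higher and the median 0.18. The median was 0.07 after quantile normalization or correction for a trend with mean signal, and 0.04 with no filter on low signals.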

The absence of a heme-induced innate immune response is in good agreement with the observation that the heme diet did not increase macrophage and neutrophil recruitment in the mucosa (see above), and is also in line with the unchanged expression of well-known anti-microbial peptides (defensins (not shown), lysozyme and regenerating islet-derived 3 in the current study (Table 4)). 

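Slpi, a secreted inhibitor of leukocyte proteases, had a signal of 121 in the heme pool and 26.8 in the control pool and was 4.52-fold higher. Of the 500 genes nearest in mean signal 0.4% differed as much. The pools are of whole scrapings, so they do not separate the surface epithelium from the crypts.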

Interestingly, the heme diet led to a drastic increase of expression of Secretory Leukocyte Protease Inhibitor (Slpi), which was especially prominent in the surface epithelium (Figure 4A). Western blot analysis confirmed the elevated Slpi levels in colon homogenates obtained from heme-fed mice as compared to control-fed mice (Figure 4A). Finally, we evaluated whether the mucosal surface did not sense the increased number of Gram-negative bacteria due to LPS inactivation by Alkaline phosphatase (Alpi), which can dephosphorylate LPS and thereby preventing its induction of Tlr4-signaling [39]. Indeed mucosal Alpi is 2.5-fold upregulated in the epithelium of heme-fed mice, specifically in the surface epithelium (Figure 4B). This transcriptional effect is validated by histochemical analysis showing that heme increases the activity of this apical ecto-enzyme, especially in the surface epithelium (Figure 1). 

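In the pools of whole scrapings Alpi had a signal of 537 on the heme diet and 185 on the control diet and was 2.91-fold higher. In all, 1.4% of the 500 genes nearest in mean signal differed as much. Akp3, another intestinal alkaline phosphatase, had signals of 36.5 and 28.0, a log2 difference of 0.38. The place of these transcripts along the crypt was not measured in the pools.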

Alpi expression can be induced by thyroid hormone or cellular stress, reviewed in [40]. It is unlikely that thyroid hormone activation occurred in this study, because the heme diet led to decreased surface expression of the dioxygenase-enzyme (Dio1), which converts inactive thyroxin into locally active thyroid hormone. *In-vitro* studies show that induced Alpi expression through cellular stress co-occurs with Heat Shock Protein (Hsp)72 induction in enterocytes [41]. This is corroborated by our finding that heme also induced the expression of Hsp72 (Hspa1a), exclusively in the surface epithelium (Figure 4B), indicating that the induction of Alpi and Hsp72 can be part of the heme-induced stress response in the surface epithelium, which we recently described in detail [9]. The oxidative stress-induced Alpi may inactivate LPS and thus protect the epithelium against luminal LPS exposure.

**Figure 4:**
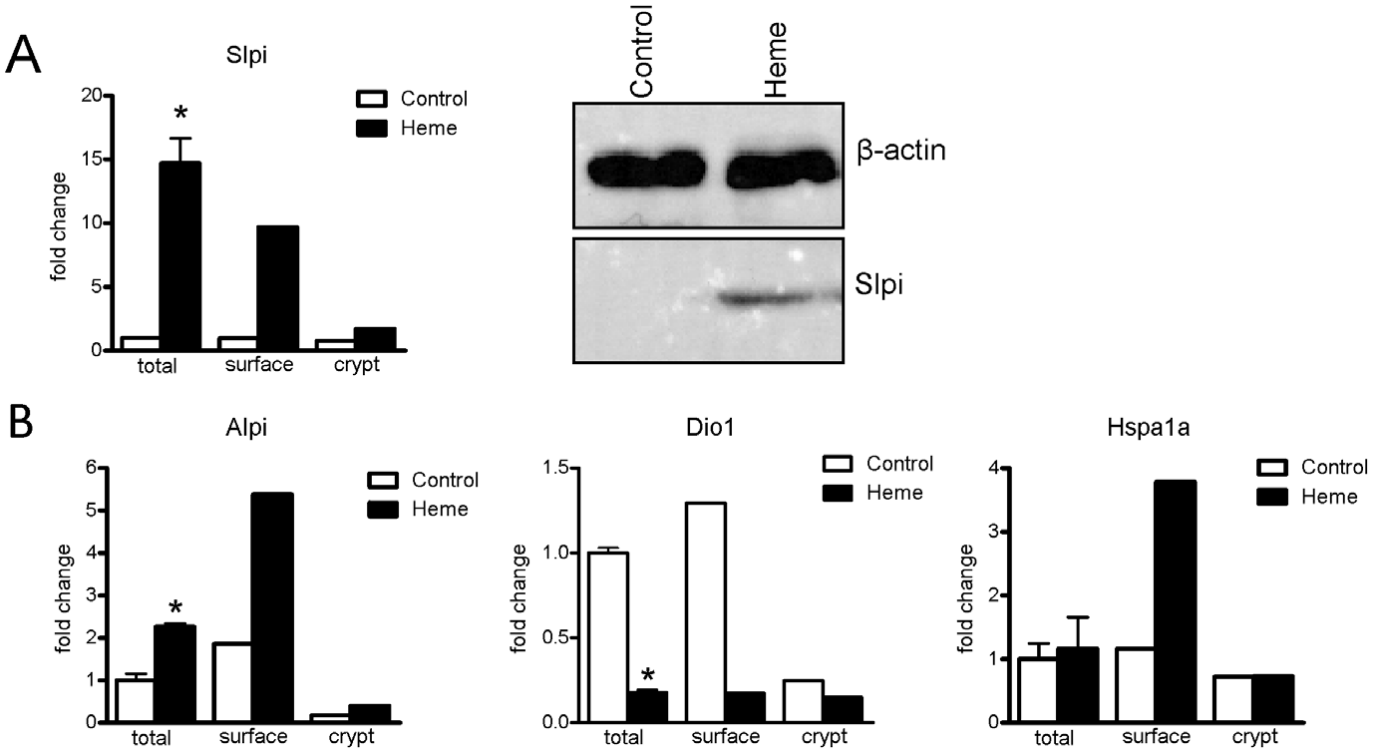
Gene expression and protein levels of Slpi and gene expression levels of Alpi, Dio1 and Hspa1a. Western blot (A) shows the presence of Slpi protein colon scraping homogenate pools (n = 8 for both groups) of heme-fed mice. Slpi is not detectable in controls. β-actin serves as a loading control. (B) Gene expression levels (A and B) in total scrapings are based on microarray analysis on individual mice (n = 4 per group). Relative gene expression changes (fold-changes) on heme were calculated by setting RNA levels of control mice to 1 (mean ± SEM, *q<0.01). Surface- and crypt-specific microarray gene expression profiles are from pooled tissue samples obtained by LCM (n = 4 controls, n = 3 heme-fed mice). In this LCM experiment also total scrapings were again collected and analyzed by microarray. Surface and crypt expression values are normalized for the expression in total scrapings.

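In the pools of total scrapings Dio1 had a signal of 93.5 on the heme diet and 374 on the control diet and was 4.00-fold lower. Hspa1a had signals of 168 and 99.9 and was 1.68-fold higher. Of the 500 genes nearest in mean signal 0.4% differed as much as Dio1 and 7.0% as much as Hspa1a. Of 12 genes of thyroid hormone metabolism and response Alpi and malic enzyme (Me1, log2 difference 2.34) were higher and Dio1 was lower, while the thyroid hormone receptor Thra and the carrier Ttr had log2 differences of -0.41 and 0.24. Their median was 0.09, and -0.25 over genes with a signal of at least 50 in a pool. Of 16 heat shock proteins and their partners Hspa1a, the co-chaperone Stip1 (0.65) and Hsp90aa1 (0.60) were higher and the small heat shock proteins Hspb8 (-0.69) and Hspb1 (-0.62) were lower. Stip1 (1.49-fold) and Hsp90aa1 (1.40-fold) fell short of 1.5-fold after correction for a trend with mean signal, and Hspb8 (1.43-fold) and Hspb1 (1.41-fold) with an offset of 20 signal units. The mitochondrial chaperone Hspd1 had a log2 difference of 0.57. The median of this list was 0.32, above 99.6% of the random lists. Hspb8 and Hspb1 are also expressed in smooth muscle, whose genes were lower in the same pool.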

## Discussion

This study shows that dietary heme not only impacts the colonic mucosa by inducing epithelial surface injury and compensatory hyperproliferation and hyperplasia, but also drastically changed the microbiota composition in mouse colon. This change is characterized by an increased ratio of Gram-negative to Gram-positive bacteria on the heme diet, which was predominantly caused by increased abundance of the Gram-negative bacteria *Bacteroides*, *Prevotella* (Bacteroidetes), *Helicobacter* (Gamma-proteobacteria), *Akkermansia* (Verrucomicrobia) and *Mucispirillum* (Deferribacteres). Interestingly, an increase in *Bacteroides* spp on a high-red meat diet has been previously reported in humans, which coincided with reduced abundance of lactobacilli and clostridia [42]. Moreover, *Bacteroides* spp were also more abundant in the colon of humans eating meat compared to vegetarians [43]. Thus, the findings of this study are in agreement with the changes observed in humans, illustrating similar microbiota modulations in humans consuming a high red-meat diet, and the mouse experiment reported here.

We studied functional bacterial genes previously reported to be linked with colon cancer, such as sulfate- and nitrate reduction. Sulfate reducing bacteria produce sulfide which is associated with an increased risk to develop colon cancer [44], [45]. However, changes in sulfate reduction capacity were not observed in our study, neither by changed abundance of the major genus of colonic sulfate reducers (*Desulfovibrio*) in the MITChip, nor by qPCR targeting the conserved gene involved in sulfate reduction. Nitrate reducing bacteria are also associated with colon cancer, as nitrite is a precursor in the production of the putatively carcinogenic N-nitrosocompounds (NOC). Diets high in red meat increased apparent NOC, which are able to form alkylating DNA adducts in the colon [15]. If these adducts are not repaired, this increases the risk of colon cancer. Microbiota may play a role in NOC formation as nitrate reduction is a common activity of the GI tract microbiota [46]. The nitrate reducing capacity was significantly increased in microbiota of heme-fed mice as shown by the elevated copy numbers of the conserved gene involved. This indicates that dietary heme, besides the previously reported cytotoxic and hyperproliferative effect [9], may have an additional carcinogenic effect in the colon that is mediated via the microbiota.

Our results suggest that the cause for the increased ratio of Gram-negative to Gram-positive bacteria is most probably related directly to the presence of toxic heme in fecal water of heme-fed mice. The *in-vitro* experiments presented support a selective susceptibility of Gram-positive bacteria to heme fecal water, which is not observed for Gram-negative bacteria, and is in agreement with the general higher susceptibility of Gram-positives to surfactants. There are no indications that factors such as anti-microbial peptides produced by the host mucosa influence this ratio directly. We speculate that the heme lipophilic moiety can enter the membrane of the Gram-positive bacteria and exerts its toxic effect through typical surfactant activity leading to loss of membrane integrity and viability, which also occurs during treatment with other cytotoxic surfactants such as bile acids [36]. Consequently, the selective reduction of Gram-positive members of the microbiota by the heme-derived surfactant activity, allows the generally more resistant Gram-negative bacteria to thrive and expand their relative (and absolute) abundance in heme-fed mice. It was suggested that Gram-positive bacteria are particularly vulnerable to the luminal surfactant concentration as they are lacking the outer LPS-containing membrane [36]. Our observed heme effect is in line with classical culture studies showing that heme preferentially kills Gram-positive bacteria [47].

More Gram-negative bacteria in the colon microbiota of heme-fed mice would expose the colonic epithelium to increased amounts of LPS, which is known to elicit innate immune responses (reviewed in [48]). However, despite the increased exposure to Gram-negative bacterial communities, there was no appreciable innate immune response detected in the colon of heme-fed mice. Plasma IgM against core endotoxin levels remained unaffected by the heme diet, whereas its elevation is a marker for general activation of the immune system. The downregulation of Saa3, involved in acute phase response, in the mucosa of heme-fed mice suggests that the immune responses in the mucosa are repressed rather than activated by heme. This is in agreement with the finding that heme inhibits the inflammatory response in TNBS-treated rats [18].

The suppression of an immune response might be attributed to Slpi induction exclusively found in heme-fed mice. Slpi may act as an antimicrobial peptide as well as a modulator of the response to LPS stimulation [49], [50]. Furthermore, Slpi is also shown to counteract excessive inflammatory responses [51]. Therefore, Slpi could play a major role in maintaining mucosal homeostasis to protect the host against the drastic changes in Gram-negative bacteria and thus LPS exposure after heme consumption. Slpi can be induced upon tissue injury [51] and therefore might be triggered by heme-induced surface damage in this study. The antimicrobial effect of Slpi has been shown with the Gram-negative target organisms *Salmonella typhimurium* and *E. coli* [52]. However, this contrasts with our observation that heme drastically increased the abundance of Gram-negative bacteria. Furthermore, although Slpi has been reported to be secreted apically [52], we were unable to detect Slpi in fecal water (not shown), suggesting that the effect of Slpi is exerted basolaterally (immune suppression), which would be in agreement with the previously reported lack of detectable Slpi in the colonic mucus layer of mice [53].

It was suggested that Alpi acts as a microbiota controlled LPS-detoxifying mechanism functioning at the apical surface [54]. This was based on the finding that in zebrafish Alpi was absent in germ-free animals, and its expression was induced following exposure to bacteria [55]. However, this induction may be zebrafish-specific since Alpi activation was not observed in germ-free mice and rats during conventionalization (reviewed in [40]). In our study, Alpi induction co-occurs with increased expression of Hsp72, indicating that Alpi induction is most probably part of the heme-induced epithelial stress response [9].

Because our experimental diet mimics the nutrient composition of a Western human diet our results may have implications for the human situation. In the present mice study we used the concentration of 0.5 µmol heme/g diet. In an earlier study we showed that 0.25 and 0.5 µmol heme/g diet have similar effects in a rat model [56].We have recently also tested 0.2 µmol heme/g on the same background diet in mice. This concentration increased cell proliferation to a similar extent as 0.5 µmol heme/g diet. Preliminary analysis of the array data of both concentrations shows similar patterns of up- and downregulated genes. As an average human diet consists of about 400 g dry weight per day, 0.2 µmol heme/g diet corresponds to 80 µmol heme per day. Because beef contains 0.5 µmol heme/g wet weight [57], this implies a realistic beef intake of about 160 g/day in humans.

In conclusion, our study shows that dietary heme changed the microbiota with a major increase in the ratio of Gram-negative to Gram-positive bacteria, which is most likely explained by the selective susceptibility of the Gram-positives to toxic heme fecal water. Furthermore, heme changed the colon mucosa of the host by inducing hyperproliferation and subsequently hyperplasia. It is especially remarkable that the increased amount of Gram-negative bacteria, which coincides with increased mucosal exposure to LPS, did not elicit a detectable change in Tlr4 mediated immune reaction in the host mucosa. This may be due to the strong upregulation of Slpi which is able to suppress excessive immune reactions. We did not detect any sign of heme-dependent inflammation or functional change in epithelial microbe sensing. This indicates that the change in microbiota does not cause the observed hyperproliferation and hyperplasia via inflammation pathways. Whether this may occur via alternative mechanisms in colon lumen, such as modulation of oxidative and cytotoxic stress, will be studied using broad-spectrum antibiotics.

## Supporting Information

Figure S1 **Relative contribution of phylum levels of the individual control (C) and heme-fed (H) mice, n = 8 mice per group.**
(TIF) Click here for additional data file.

Table S1 Primers sequences used in this study.
(DOCX) Click here for additional data file.

Table S2 Averaged relative contribution of significantly (q<0.05) changed genus-like groups (levels 2) detected by MITChip in control and heme-fed mice. Genera are ranked by their highest ratio heme/control.
(DOCX) Click here for additional data file.

Materials and Methods S1 (DOC) Click here for additional data file.

# Supplementary material for: Dietary Heme Alters Microbiota and Mucosa of Mouse Colon without Functional Changes in Host-Microbe Cross-Talk
**Source:** PLoS One. 2012 Dec 11;7(12):e49868. doi: 10.1371/journal.pone.0049868
**Supplement:** Table S1 — Primers sequences used in this study.

**Table S1.** Primers sequences used in this study**.**

| **Primer name** | **Primer sequence (5’-3’)** | **References** |
| --- | --- | --- |
| **16S Total bacteria (MITChip)** | | |
| T7 prom-Bact-27-F | TGAATTGTAATACGACTCACTATA GGGgtttgatcctggctcag | **[**[**2**](#_ENREF_2)**]** |
| Uni-1492-R | CGG CTA CCT TGT TAC GAC |  |
| **16S Total bacteria (qPCR)** | | |
| Bact-1369-F | CGGTGAATACGTTC | **[**[**4**](#_ENREF_4)**]** |
| Prok-1492-R | GGWTACCTTGTTAC |  |
| **Sulfate reducers** | | |
| RH1dsr-F | GCCGTTACTGTGACCAGCC | **[**[**5**](#_ENREF_5)**]** |
| RH3-dsr-R | GGTGGAGCCGTGCATGTT |  |
| **Nitroreducers** | | |
| narG-F | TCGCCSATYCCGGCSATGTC | **[**[**6**](#_ENREF_6)**]** |
| narG-R | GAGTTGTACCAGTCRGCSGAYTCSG |  |

# Supplementary material for: Dietary Heme Alters Microbiota and Mucosa of Mouse Colon without Functional Changes in Host-Microbe Cross-Talk
**Source:** PLoS One. 2012 Dec 11;7(12):e49868. doi: 10.1371/journal.pone.0049868
**Supplement:** Table S2 — Averaged relative contribution of significantly (q<0.05) changed genus-like groups (levels 2) detected by MITChip in control and heme-fed mice. Genera are ranked by their highest ratio heme/control.

**Table S2.** Averaged relative contribution of significantly (q<0.05) changed genus-like groups (levels 2) detected by MITChip in control and heme-fed mice. Genera are ranked by their highest ratio heme/control.

| **Higher taxonomy level** | **Genus level** | **Relative abundance** | | | | | | **Ratio heme/ control** | **q-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Control** | | | **Heme** | | |  |  |
| Verrucomicrobia | *Akkermansia* | 0.18 | ± | 0.07 | 2.28 | ± | 0.63 | 12.69 | 0.016 |
| Bacteroidetes | *B. distasonis et rel.* | 0.19 | ± | 0.03 | 2.29 | ± | 0.18 | 12.13 | 0.001 |
| Bacilli | *Enterococcus* | 0.01 | ± | 0.00 | 0.12 | ± | 0.05 | 9.14 | 0.030 |
| Bacteroidetes | *B. vulgatus et rel.* | 0.43 | ± | 0.10 | 3.56 | ± | 0.39 | 8.24 | 0.001 |
| Bacteroidetes | *Prevotella* | 0.40 | ± | 0.05 | 2.52 | ± | 0.19 | 6.37 | 0.001 |
| Proteobacteria | *Sphingomonas* | 0.23 | ± | 0.04 | 0.97 | ± | 0.24 | 4.22 | 0.011 |
| Bacteroidetes | *B. plebeius et rel.* | 0.18 | ± | 0.04 | 0.69 | ± | 0.08 | 3.90 | 0.002 |
| Proteobacteria | *Sutterella wadsorthia et rel.* | 0.57 | ± | 0.08 | 2.05 | ± | 0.22 | 3.60 | 0.001 |
| Bacteroidetes | *B. fragilis et rel.* | 1.47 | ± | 0.31 | 4.88 | ± | 0.60 | 3.33 | 0.002 |
| Bacteroidetes | *Alistipes* | 2.42 | ± | 0.37 | 5.86 | ± | 0.46 | 2.42 | 0.002 |
| Bacteroidetes | *Rikenella* | 0.43 | ± | 0.09 | 0.99 | ± | 0.07 | 2.30 | 0.003 |
| Proteobacteria | *Helicobacter* | 0.26 | ± | 0.02 | 0.56 | ± | 0.06 | 2.17 | 0.001 |
| Clostridium cl. XVII | *Coprobacillus catenoformis et rel.* | 0.89 | ± | 0.09 | 1.22 | ± | 0.12 | 1.37 | 0.048 |
| Clostridium cl. IV | *Anaerotruncus* | 1.53 | ± | 0.06 | 1.28 | ± | 0.11 | -1.19 | 0.030 |
| Bacilli | *L. paracasei et rel.* | 0.83 | ± | 0.06 | 0.60 | ± | 0.03 | -1.38 | 0.011 |
| Actinobacteria | *Bifidobacterium* | 0.49 | ± | 0.03 | 0.34 | ± | 0.04 | -1.45 | 0.011 |
| Clostridium cl. XIVa | *Butyrivibrio crossotus et rel.* | 1.42 | ± | 0.13 | 0.92 | ± | 0.13 | -1.54 | 0.030 |
| Clostridium cl. XIVa | *Eub. plexicaudatum et rel.* | 4.10 | ± | 0.31 | 2.36 | ± | 0.39 | -1.74 | 0.011 |
| Proteobacteria | *Labrys methylaminiphilus et rel.* | 0.51 | ± | 0.04 | 0.29 | ± | 0.09 | -1.76 | 0.030 |
| Actinobacteria | *Eggerthella* | 1.59 | ± | 0.28 | 0.88 | ± | 0.06 | -1.80 | 0.009 |
| TM7 | *Un. TM7* | 0.88 | ± | 0.07 | 0.48 | ± | 0.09 | -1.83 | 0.011 |
| Mollicutes | *Solobacterium moorei et rel.* | 0.67 | ± | 0.11 | 0.35 | ± | 0.02 | -1.91 | 0.006 |
| Clostridium cl. IV | *Dorea* | 2.33 | ± | 0.24 | 1.04 | ± | 0.24 | -2.24 | 0.011 |
| Clostridium cl. XIVa | *Lachnospira pectinoschiza et rel.* | 0.70 | ± | 0.06 | 0.29 | ± | 0.09 | -2.39 | 0.011 |
| Clostridium cl. XIVa | *Uncl. Clostridium cl XIVa* | 11.73 | ± | 0.95 | 4.85 | ± | 0.71 | -2.42 | 0.001 |
| Clostridium cl. XIVa | *Bryantella* | 2.20 | ± | 0.30 | 0.85 | ± | 0.16 | -2.59 | 0.002 |
| Clostridium cl. IV | *Sporobacter termitidis et rel.* | 8.47 | ± | 0.73 | 3.22 | ± | 0.52 | -2.63 | 0.002 |
| Clostridium cl. II | *Cl. lactifermentans et rel.* | 0.35 | ± | 0.06 | 0.12 | ± | 0.04 | -3.07 | 0.011 |
| Clostridium cl. XIVa | *Lachnobacillus bovis et rel.* | 0.94 | ± | 0.09 | 0.22 | ± | 0.03 | -4.32 | 0.001 |
| Clostridium cl. XVI | *Allobaculum* | 1.64 | ± | 0.37 | 0.25 | ± | 0.03 | -6.54 | 0.001 |
| Bacilli | *L. salivarius et rel.* | 0.05 | ± | 0.02 | 0.01 | ± | 0.00 | -6.65 | 0.001 |
| Bacilli | *Streptococcus intermedius et rel.* | 0.04 | ± | 0.01 | 0.01 | ± | 0.00 | -7.24 | 0.002 |
| Clostridium cl. IX | *Peptococcus niger et rel.* | 0.28 | ± | 0.04 | 0.02 | ± | 0.00 | -12.13 | 0.001 |
| Bacilli | *L. plantarum et rel.* | 0.11 | ± | 0.05 | 0.00 | ± | 0.00 | -12.99 | 0.023 |
| Mollicutes | *Acholeplasma* | 0.18 | ± | 0.04 | 0.01 | ± | 0.00 | -15.66 | 0.001 |
| Actinobacteria | *Olsenella et rel.* | 0.31 | ± | 0.11 | 0.00 | ± | 0.00 | -169.08 | 0.001 |

Data are given as % of total bacteria (see Table 3) and are represented as mean ± SEM (n=8). q-value is based on Mann-Whitney followed by Benjamini-Hochberg correction for multiple testing.

# Supplementary material for: Dietary Heme Alters Microbiota and Mucosa of Mouse Colon without Functional Changes in Host-Microbe Cross-Talk
**Source:** PLoS One. 2012 Dec 11;7(12):e49868. doi: 10.1371/journal.pone.0049868
**Supplement:** Materials and Methods S1

**Supporting information for:**

# Dietary heme alters microbiota and mucosa of mouse colon without functional changes in host-microbe cross-talk

Noortje IJssennagger, Muriel Derrien, Gerdien M. van Doorn, Anneke Rijnierse, Bartholomeus van den Bogert, Michael Müller, Jan Dekker, Michiel Kleerebezem, and Roelof van der Meer

**Supplementary Materials and Methods**

**Histology** Haematoxylin and eosin (H&E) staining was performed on colon tissue of all animals to investigate tissue morphology. Furthermore, an Alcian blue/PAS staining (staining neutral and acidic mucins), and a High Iron Diamine staining (HID, staining sulfated and carboxylated mucins), were performed. For both stainings, colon sections were deparaffinized and rehydrated in a series of graded alcohols. For the Alcian blue/PAS staining, the sections were incubated with Alcian blue (pH=2.5) for 30 min, then with periodic acid for 10 min and subsequently in Schiff’s reagent for 10 min. For the HID staining, deparaffinized sections were incubated overnight in diamine solution in a dark and humid atmosphere. Then the sections were incubated with Alcian blue (pH=2.5) for 30 min. Between all incubations, sections were rinsed with water. Before mounting, sections were dehydrated in a series of graded alcohols and xylene. For the detection of Alkaline Phosphatase, colon tissue slides were deparaffinized and incubated with the alkaline-dye mixture (Alkaline phosphatase kit 85L2-1KT Sigma Aldrich) for 90 min at 37°C. Slides were rinsed with water and mounted.

**Thiobarbituric Acid Reactive Substances (TBARS) assay.** The assay used determines lipid peroxidation by quantifying the concentration of malondialdehyde (MDA) in fecal water .Fecal water was diluted 4-fold with double-distilled water. To 100 µl of this dilution, 100 µl of 8.1% SDS and 1 ml of 0.11 mol/L 2,6-di-tert-butyl-p-cresol, 0.5% TBA in 10% acetic acid (pH 3.5) was added. To correct for background, TBA was omitted from the assay. TBARS were extracted, after heating for 75 minutes at 82°C, with 1.2 ml n-butanol. The absorbance of the extracts was measured at 540 nm. The amount of TBARS was calculated as MDA equivalents using 1,1,3,3,-tetramethoxypropane as standard.

**Bacterial DNA extraction.** Approximately 0.1 g was used for mechanical and chemical lysis using 0.5 ml buffer (500 mM NaCl, 50 mM Tris-HCl (pH 8), 50 mM EDTA, 4% SDS) and 0.25 g of 0.1 mm zirconia beads and 3 mm glass beads. Nucleic acids were precipitated by addition of 130 μl, 10 M ammonium acetate, using one volume of isopropanol. Subsequently, DNA pellets were washed with 70% ethanol. Further purification of DNA was performed using the QiaAmp DNA Mini Stool Kit (Qiagen, Hilden, Germany). Finally, DNA was dissolved in 200 μl Tris/EDTA buffer and its purity and quantity were checked spectrophotometrically (ND-1000, nanoDrop technologies, Wilmington, USA).

**Quantitative qPCR.** qPCR was performed using an IQ5 Cycler apparatus (Bio-Rad, Veenendaal, The Netherlands). Reactions were performed in triplicate in a single run. Samples were analyzed in a 25 l reaction mixture consisting of 12.5 l Bio-Rad master mix SYBR Green (50 mM KCl, 20 mM Tris-HCl, pH 8.4, 0.2 mM of each dNTP, 0.625 U i*Taq* DNA polymerase, 3 mM MgCl2, 10 nM fluorescein), 0.1 µM of each primer and 5 l of template faecal DNA diluted 100- or 1000-fold. Standard curves of 16 S rRNA or specific gene PCR product from pure culture were created using serial 10-fold dilution of the purified PCR product. Standards included *Lactobacillus casei* (total bacteria), *Desulfovibrio* sp. (sulfate reducer) and *Pseudomonas aeruginosa* (nitrate reducer). The following qPCR conditions were used: 95C for 10 min, followed by 35 cycles of denaturation at 95C for 15 sec, annealing temperature of 60C for 20 sec, extension at 72C for 30 sec and a final extension step at 72C for 5 min. A melting curve was determined at the end of each run to verify the specificity of the PCR amplicons. Data analysis was performed using the Bio-Rad software.

**MITChip procedure.** The full length 16S rRNA gene was amplified using primers T7prom-Bact-27-forward and Uni-1492-reverse . The PCR products were transcribed into RNA and the resulting RNA was labeled with Cy3 and Cy5 prior to fragmentation and hybridization to the array. Arrays were scanned with Agilent DNA Microarray Scanner to collect fluorescence data, which were then extracted from the generated images by using the Agilent Extraction Software 9.1. The array normalization was performed as described earlier . In summary, each scanner channel of each of the arrays was first spatially normalized with polynomial regression, after which the outliers in each set of probes were detected with a chi-squared test and discarded. The logarithmic intensities from the spatially normalized, reproducible, and sample-wise quantile-normalized hybridizations were then averaged to a single value for each probe and each sample in the data set.

**References**

1. Ohkawa H, Ohishi N, Yagi K (1979) Assay for lipid peroxides in animal tissues by thiobarbituric acid reaction. Analytical biochemistry 95: 351-358.

2. Frank JA, Reich CI, Sharma S, Weisbaum JS, Wilson BA, et al. (2008) Critical Evaluation of Two Primers Commonly Used for Amplification of Bacterial 16S rRNA Genes. Appl Environ Microbiol 74: 2461-2470.

3. Rajilic-Stojanovic M, Heilig H, Molenaar D, Kajander K, Surakka A, et al. (2009) Development and application of the human intestinal tract chip, a phylogenetic microarray: analysis of universally conserved phylotypes in the abundant microbiota of young and elderly adults. Environmental Microbiology 11: 1736-1751.

4. Suzuki MT, Taylor LT, DeLong EF (2000) Quantitative Analysis of Small-Subunit rRNA Genes in Mixed Microbial Populations via 5'-Nuclease Assays. Appl Environ Microbiol 66: 4605-4614.

5. Ben-Dov E, Brenner A, Kushmaro A (2007) Quantification of Sulfate-reducing Bacteria in Industrial Wastewater, by Real-time Polymerase Chain Reaction (PCR) Using dsrA and apsA Genes. Microbial Ecology 54: 439-451.

6. Bru D, Sarr A, Philippot L (2007) Relative Abundances of Proteobacterial Membrane-Bound and Periplasmic Nitrate Reductases in Selected Environments. Appl Environ Microbiol 73: 5971-5974.

How the deposited data were processed for this re-analysis (not part of the article)

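Gene expression was measured in scrapings of the colon of mice on a control diet or on this diet with 0.5 µmol/g heme for 14 days. RNA of 8 mice per diet was pooled and each pool was hybridized to 1 Affymetrix array, so that the data hold 2 arrays and no replicates. The authors normalized the arrays with robust multi-array analysis (RMA, as the submitters' processing notes name it, version not given in the sources used here) and deposited 1 log2 expression value per probe set and pool. The median deposited log2 value of the 35556 probe sets was 5.64 in the control pool and 5.57 in the heme pool, and the values of the pools correlated across probe sets with Pearson's r of 0.985. In 1018 probe sets, and in 221 of the genes analysed, both pools held exactly the same value.

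Genes were named through the platform's annotation as it is recorded with the data. Of the probe sets 23410 were annotated, 21789 with 1 gene and 1621 with several, and 12146 had no gene name in this annotation. The 21789 were matched by Entrez gene number to the RefSeq gene table of the mouse assembly GRCm38.p6, which was used for names only. 21698 matched and 0 symbols changed. Probe sets with several genes were left out. Where a gene had several probe sets (999 genes), that with the highest mean signal was used. Of 19938 genes, 15111 had a signal of at least 20 in at least 1 pool and were analysed.

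The log2 difference of a gene is its value in the heme pool minus that in the control pool. With 1 array per diet no test across mice is possible, so a fold of 1.5 was used to call genes higher or lower, and no p-value is given. The differences of the analysed genes had a robust SD of 0.30 around a median of 0. For each named gene, the share of the 500 genes nearest in mean signal, the gene itself included, with a difference at least as large was computed. For each gene list with at least 4 analysed members, which 59 of 61 had (2 of the 61 drawn up after the data had been seen), the median was set beside 10000 random lists of the same size, drawn from 20 bins of mean signal. The genes named are every gene of the paper's Tables 1 and 4, Figure 4 and results text, whose values in those tables had been seen, the 12 genes with the largest positive and the 12 with the largest negative difference, and up to 4 members of each list with the largest difference in the direction of its median and up to 2 in the other direction. The defensins were named because the paper names them as a group.

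The alternatives tried were no filter on low signals, a signal of at least 20 in both pools, a signal of at least 50 in 1 pool, fold thresholds of 1.2 and 2, quantile normalization of both pools again, lowess correction of differences for a trend with mean signal (fraction 0.3), centring on the median, an offset of 20 signal units before the log2, the mean of a gene's probe sets, the mean of a list in place of its median, each list without its most changed member, and random lists not matched on signal.

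The calculations were tested on simulated data, in which the heme pool was the control pool plus noise with the local spread of the real differences and 200 of 15111 genes were changed by known folds. Of 50 genes changed 1.5-fold, 27 passed the 1.5-fold threshold, and of 50 genes each changed 2-fold, 3-fold and 4-fold all 50 did. Of 14911 unchanged genes 768 passed it as well, or 5.15%, a share that follows from the spread given to the noise and is no measure of chance between real pools. Of 200 unshifted lists of 20 genes 12 lay outside the central 95% of random lists, and all 50 lists shifted by 0.5 on the log2 scale lay above it. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The arrays of individual mice, the arrays of laser-captured cells and the microbiota arrays were not analysed here.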

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

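The tests on stromal cells, small intestinal tissue, proximal colon, immune cells in general and dilution by epithelium were chosen only after the result was seen, while the test on a further set of muscle genes was set before its values were seen.

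Smooth muscle genes, which the paper does not analyse, had a median log2 difference of -1.51 (12 of 18 lower, none higher). A further list of muscle genes (22 with a signal of at least 20 in a pool) was lower too, with a median of -0.74 and 15 lower, among them filamin A (Flna) with signals of 295 and 758, which is consistent with less muscle tissue in the heme scrapings. With an offset of 20 signal units its median was -0.55, short of the limit of -0.58 set for this test, and that of the 18 genes -1.12. A lower share of all stromal and wall cells would lower fibroblast, endothelial and neural genes as well, but the highest of their 3 medians was 0.089, that of endothelial genes. Whether the diet itself lowered muscle genes stays open, as does a different depth of scraping, since there is 1 pool per diet.

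Fatty acid metabolism lies outside the paper's topics. Of 29 genes of fatty acid oxidation and PPAR targets 13 were higher in the heme pool, and of 23 of fatty acid synthesis 8. None was lower in either list. Fabp1 had the largest positive log2 difference of all genes analysed, 4.36, with signals of 464 and 22.6, and the medians were 0.54 for fatty acid oxidation and targets of the nuclear receptor PPAR, 0.52 for fatty acid synthesis and 0.83 for cholesterol synthesis. Small intestinal tissue in the heme pool would raise its other abundant transcripts, but among Sis, Apoa1, Apoa4, Apob and Mttp the largest log2 difference was 0.15 (Apoa4), although Rbp2 (1.14) and Fabp2 (0.92), which are also abundant there, were higher. A larger share of proximal colon would raise the proximal colon list, whose median was -0.53. The median of the distal list was -0.18, or -0.51 over genes with a signal of at least 50 in a pool, and its mean was -0.09. Hox genes were lower in both lists, with Hoxb5 at -1.23 and Hoxb6 at -0.84 in the proximal and Hoxd10 at -1.16 and Hoxd11 at -1.04 in the distal list. The lists may therefore not measure position alone, and the test does not decide on a larger share of proximal colon. An effect of the diet stays open and was not tested, because there is no replicate pool.

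Interferon response genes had a median log2 difference of -0.43, below all 10000 random lists. T cell genes had a median of -0.28, with 6 of 20 lower and none higher. Their median was -0.16 with an offset of 20 signal units and -0.62 over genes with a signal of at least 50 in a pool. A lower share of all immune cells would lower macrophage and dendritic cell genes too, but their median was 0.18, above 99.9% of the random lists, although genes of MHC class II (-0.26) and of B cells (-0.080) had medians below 0. Dilution of the lamina propria by a larger epithelium would lower all its cells by about as much, which the macrophage and dendritic cell median argues against, as do endothelial genes at 0.089, or -0.041 with no filter. The fibroblast median of -0.16 (5 of 21 lower, 1 higher) lay less far below 0 than that of the interferon response genes. Over genes with a signal of at least 50 in a pool it was 0.0079. A lower share of T cells alone, or a lower interferon response on the heme diet, may remain and was not tested.

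Other results outside the paper's topics lay beyond nearly all random lists or at the end of the ranking. Ribosome biogenesis genes had a median of 0.35 (2 of 25 higher, none lower). Genes of growth arrest and injury repair had a median of 0.30 (9 of 25 higher, 2 lower). Proximal colon genes, with the median of -0.53 given above, had 5 of 14 lower and 1 higher. Tgm3 had the largest negative log2 difference, -3.26, with signals of 218 and 2082.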

How the results depend on the processing

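All values here describe 1 array per diet, so no replicate could be left out and the number of arrays limits the precision. The alternatives were planned, except those of the further muscle list and the small intestinal list, which were drawn up after the data had been seen. Of 1306 values of 322 named genes under the alternatives 1264 stayed within the spread of genes of similar signal and 42 moved, all 42 under the offset of 20 signal units, and no called gene changed sign. Of 180 named genes called higher or lower, 37 fell short of 1.5-fold under at least 1 alternative (29 with the offset, 10 after correction for a trend with mean signal, 8 after quantile normalization and 3 of 10 with the mean of a gene's probe sets), a count made after the results were seen. Centring on the median moved nothing, because the median difference was 0. The numbers of genes higher and lower stayed within 1.5 times of 771 and 640 under the other filters and normalizations (699 to 799 higher, 527 to 659 lower), of which 692 and 555 were shared after quantile normalization and 656 and 577 after correction for a trend with mean signal. They were 3037 and 2838 at a threshold of 1.2-fold and 181 and 153 at 2-fold, and with the offset 375 were lower. The correlation with the paper's tables was 0.959 without the 2 genes whose log2 differences in the pools and in the paper lay furthest apart, Slpi and Adgre1. Leaving out the genes that disagree most raises a correlation, so this value is no test of it. Of 528 list medians under the alternatives 456 stayed within the spread of random lists, 70 moved and 2 reversed, which was counted only for medians outside the central 95% of the random lists, so that medians near 0 that changed sign are among the others. The fibroblast list reversed to 0.0079 at a signal of at least 50 in 1 pool, over fewer genes, and a list of 4 genes named by the paper (Cat, Hspa1a, Dio1 and Saa3) to 0.75 without its most changed member. Of 59 percentiles of lists 7 moved across the limits of the central 95% when random lists were not matched on signal, among them those of goblet cell and of ion and water transport genes.

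The list medians that moved were as follows, and the cause was not tested. With the offset they were 0.98 for G2 and mitosis, 0.58 for DNA replication, -0.12 for enteroendocrine, -0.33 for interferon response, -0.16 for T cell, -1.12 for smooth muscle and -0.55 for the further muscle genes. After quantile normalization they were 0.93 for oxidative stress, 0.083 for unfolded protein response, -0.0007 for acute phase, 0.21 for eosinophil and mast cell, 0.20 for oxidative phosphorylation and -0.26 for junction genes. After correction for a trend with mean signal they were 0.91 for oxidative stress, 0.22 for heat shock, 0.064 for unfolded protein response, 0.74 for cholesterol synthesis, 0.42 for fatty acid synthesis, 0.070 for xenobiotic metabolism, 0.18 for oxidative phosphorylation, -0.28 for junction, -0.19 for ion and water transport and -0.15 for ribosomal protein genes. At a signal of at least 50 in 1 pool they were -0.39 for enteroendocrine, -0.54 for tuft cell, -1.27 for acute phase, -0.58 for interferon response, -0.62 for T cell, 0.15 for B cell, 0.87 for eosinophil and mast cell, -1.60 for smooth muscle, -0.18 for enteric neuron and glia, 0.24 for adipose, -0.51 for distal colon, -0.44 for bile acid and sterol transport, 0.45 for injury repair, -0.25 for thyroid hormone and -0.40 for small intestinal genes. At a signal of at least 20 in both pools they were -0.067 for acute phase, -0.32 for eosinophil and mast cell and -0.074 for pancreatic genes. With no filter they were -0.041 for endothelium, 0.0016 for adipose and -0.041 for xenobiotic metabolism genes. Without the most changed member they were 0.87 for oxidative stress, -0.10 for necroptosis and pyroptosis, -0.067 for acute phase, -0.13 for eosinophil and mast cell, -0.076 for fibroblast, 0.13 for pancreatic and -0.34 for distal colon genes. The mean in place of the median was 0.52 for the antimicrobial genes of Table 4, 1.25 for oxidative stress, 0.12 for apoptosis inhibitors, -0.18 for surface signals, 0.47 for EGF receptor ligands, -0.35 for enteroendocrine, -0.010 for cytokine, -0.27 for NF-κB target, -0.45 for acute phase, 0.45 for eosinophil and mast cell, -1.34 for smooth muscle, -0.19 for enteric neuron and glia, -0.43 for proximal colon, 0.83 for fatty acid oxidation and PPAR target, -0.62 for bile acid and sterol transport, 0.27 for heme and iron, 0.0058 for xenobiotic metabolism, 0.48 for injury repair and -0.39 for small intestinal genes.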

Differences from the paper's values

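Across the 43 genes of the paper's Tables 1 and 4 that have values in both, the log2 differences of the pools and of the paper's group means correlated with Pearson's r of 0.926 and Spearman's rho of 0.840, and 36 genes had the same direction. This is a correlation across genes, which are not independent replicates. Of the 19 genes the paper marks as changed, 18 had the same direction in the pools and 12 differed at least 1.5-fold, and of the 24 others 18 and 4 did. The paper's control signals were 2.09 times those of the control pool in the median, so the pools' fold was applied to the paper's control mean before heme signals were compared. Of 51 values compared, 5 differed, counted where values lay more than 1.5-fold apart (for heme signals also by more than the SEM) or where a signed fold-change had the other direction. Values not counted can still lie several SEMs apart, as for Ccna2, where the paper's heme signal is 2262 (SEM 79) and the pools' fold gave 2970. Hspa1a was not counted either, at 1.68-fold in the pools and about 1.2-fold in Figure 4. Ripk3, Tlr1, Tlr2, Tlr4 and Alpi entered both as a heme signal and as a fold, so the 51 values are not independent. Tlr4 counted as differing for its fold only.

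For F4/80 (Adgre1) the paper's heme signal is 109 (SEM 12), and the pools' fold gave 191. For Muc1 the paper's heme signal is 56 (SEM 5), and the pools' fold gave 97.5. For Slpi the paper's heme signal is 1612 (SEM 218), and the pools' fold gave 497. For Tlr4 the paper's fold-change is -1.3, and the pools gave 1.07, the opposite direction, though 76.4% of the 500 genes nearest in mean signal differed as much, so the pools show no clear change of Tlr4. For Saa3 the paper states an 8-fold decrease, and the pools gave 3.11-fold. Each of the 5 values also differed from the paper's under 3 alternatives set before the data were examined for them, which were quantile normalization again, correction for a trend with mean signal and an offset of 20 signal units. With the offset Dio1 differed as well, at 0.288 of the control signal against 0.18 in Figure 4. Centring on the median tested nothing, as the median difference was 0.

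The paper reports no change in macrophage markers, of which Adgre1 was 1.50-fold higher in the pools (1.34-fold with the offset) while Cd14, Cd68 and Itgam lay short of 1.5-fold. It reports lower expression of Tlr4, which was 225 in the heme pool and 211 in the control pool, while of Tlr2 and Tlr1, also reported as lower, Tlr2 was 1.61-fold lower in the pools and Tlr1 lay short of 1.5-fold.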

Other observations

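The heme pool had higher expression of genes of lipid synthesis and oxidation. Of 20 genes of cholesterol synthesis 14 were higher and none was lower, among them Idi1 (log2 difference 1.53), Fdps (1.41), Lss (1.22) and Mvd (1.15), while Dhcr7 (-0.11) and the regulator Srebf2 (-0.01) lay short of 1.5-fold. Of 23 genes of fatty acid synthesis 8 were higher and none was lower, with Fads1 at 1.54, Scd1 at 1.45, Acsl4 at 0.83 and Fads2 at -0.35. Of 29 genes of fatty acid oxidation and PPAR targets 13 were higher and none was lower, with the thioesterases Acot1 at 1.58 and Acot2 at 1.50, and Fgf21 at -0.08. Of 31 genes of oxidative phosphorylation Ndufa4 (0.79), Uqcrfs1 (0.64) and Ndufs1 (0.60) were higher and none was lower, with a median of 0.28 and a mean of 0.31. However, Uqcrfs1 (1.46-fold) and Ndufs1 (1.40-fold) fell short of 1.5-fold after correction for a trend with mean signal. The median was 0.20 after quantile normalization and 0.18 after correction for a trend with mean signal. Of 22 genes of glycolysis and hypoxia 5 were higher and none was lower, with Ndrg1 at 1.00, Pgam1 at 0.71, Vegfa at -0.42 and a median of 0.28. Pgk1 and Slc2a1, both higher at 0.64, fell short of 1.5-fold after the same correction (1.45-fold and 1.44-fold). In contrast, 5 of 13 genes of bile acid and sterol transport were lower and none was higher, with a median of -0.30. This median ranged from -0.24 after quantile normalization to -0.44 over genes with a signal of at least 50 in a pool. The mean was -0.62. The ileal bile acid binding protein Fabp6 was at -1.58, the bile acid transporters Slc10a2 and Slc51a at -1.24 and -1.05, and Slc51b at 0.17. Xenobiotic metabolism genes went both ways (5 of 23 higher, 5 lower, median 0.18, or -0.041 with no filter), with the export pump Abcc2 at 1.38, Aldh1a1 at 1.07, Ces2a at -1.49 and Sult1a1 at -1.42. Among ribosome biogenesis genes Nhp2 and Wdr12 were both at 0.69, and 23 ribosomal proteins had a median of -0.04 with none 1.5-fold higher or lower, Rps4x being at -0.28 and Rps2 at 0.24.

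Among epithelial cell types, 5 of 17 enteroendocrine genes were lower and none was higher, with a median of -0.24. It was -0.12 with an offset of 20 signal units and -0.39 over genes with a signal of at least 50 in a pool. The carboxypeptidase Cpe (-1.65), chromogranins Chga (-1.46) and Chgb (-1.13) and the serotonin-synthesizing enzyme Tph1 (-1.26) were lower, while Cck and Gcg were at 0.53 and 0.40. Of 9 tuft cell genes 3 were lower and none was higher, with Trpm5 at -0.95, Dclk1 at -0.77, Il17rb at -0.59 and a median of -0.30. This median was -0.54 over genes with a signal of at least 50 in a pool and -0.22 with an offset of 20 signal units. Differentiated colonocyte genes went both ways, with 5 of 27 higher and 5 lower and a median of -0.05. Clca4a (1.87), Fabp2 (0.92) and the sodium/hydrogen exchanger Slc9a3 (0.77) were higher, and Ppargc1a (-1.15) and Ceacam20 (-0.95) lower. Of 26 genes of ion and water transport 4 were higher and 4 lower, with a median of -0.12. This median was -0.19 after correction for a trend with mean signal, and the mean was -0.08. The water channel Aqp3 was at 1.60, Car4 at -0.80 and Kcnq1 at -0.71. The bicarbonate transporter Slc4a4 had signals of 267 and 534. Of 20 genes of tight and adherens junctions 1 was lower, Cldn8 (-0.59), and none was higher, with a median of -0.17. Cldn2 was at -0.48 and Cldn4 at 0.55. The junction median was -0.26 after quantile normalization and -0.28 after correction for a trend with mean signal. With no filter on low signals it was -0.13. Genes of injury repair that were higher included Sprr1a, the urokinase receptor Plaur (1.78), Ly6d (1.46) and Phlda1 (1.41), and the oxidase Duox2 (-1.20) and its partner Duoxa2 (-0.78) were lower. Of 6 ligands of the EGF receptor family 2 were higher, Ereg (1.62) and Nrg1 (0.71), with a median of 0.26. Hoxb5 (-1.23) and Hoxb6 (-0.84) of the proximal list and Hoxd10 (-1.16) and Hoxd11 (-1.04) of the distal list were lower, Cd177 (1.12) and Ly6g6c (1.38) were higher, and the distal list had 3 of 11 lower, 2 higher and a median of -0.18, within the central 95% of the random lists. The distal median depended on the setting. It was -0.51 over genes with a signal of at least 50 in a pool and -0.34 without its most changed member, and the mean was -0.09.

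Markers of other cells gave the following values. The mast cell proteases Mcpt1 and Mcpt2 had signals of 86.2 and 55.8 in the heme pool and below 20 in the control pool, while Kit was lower and the list of 7 eosinophil and mast cell genes had a median of 0.06. This median ranged from -0.32 at a signal of at least 20 in both pools to 0.87 at a signal of at least 50 in a pool, so it gives no direction. Of 21 fibroblast and matrix genes 5 were lower, among them Fn1 (-0.86), Dcn (-0.80) and Lum (-0.79), and 1 was higher, Pdgfra (0.69). Of 17 endothelial genes none was 1.5-fold higher or lower, with Eng at 0.42 and Lyve1 at -0.42. Of 15 genes of enteric neurons and glia Stmn2 (-1.11) and Vip, below 20 in the heme pool, were lower, with Sox10 at 0.26 and a median of -0.07. Of 10 adipose genes Cidec (1.01) and Lpl (0.69) were higher, with a median of 0.12. It was 0.0016 with no filter on low signals and 0.24 over genes with a signal of at least 50 in a pool. Of 10 pancreatic genes Cpb1, below 20 in the control pool, was higher and Cela1 (-0.70) lower, with a median of 0.03, or -0.074 at a signal of at least 20 in both pools. Of 3 erythroid genes on the array 2 had a signal of at least 20, neither of them 1.5-fold higher or lower. The small intestinal list, drawn up after values were seen, had 2 of 19 higher, Rbp2 (1.14) and Fabp2, and 7 lower, among them Cubn (-2.04), Sis and Mme, the latter 2 below 20 in the heme pool, with a median of -0.20. With an offset of 20 signal units Cldn8, Cpb1, Il17rb, Lum, Mme, Nrg1, Vip and Wdr12 fell short of 1.5-fold. Wdr12 did so with the mean of its probe sets as well (1.36-fold).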
